# Mechanical sensing protein PIEZO1 regulates bone homeostasis via osteoblast-osteoclast crosstalk

**DOI:** 10.1038/s41467-019-14146-6

**Published:** 2020-01-15

**Authors:** Lijun Wang, Xiuling You, Sutada Lotinun, Lingli Zhang, Nan Wu, Weiguo Zou

**Keywords:** Bone remodelling, Bone quality and biomechanics

## Abstract

Wolff’s law and the Utah Paradigm of skeletal physiology state that bone architecture adapts to mechanical loads. These models predict the existence of a mechanostat that links strain induced by mechanical forces to skeletal remodeling. However, how the mechanostat influences bone remodeling remains elusive. Here, we find that *Piezo1* deficiency in osteoblastic cells leads to loss of bone mass and spontaneous fractures with increased bone resorption. Furthermore, *Piezo1*-deficient mice are resistant to further bone loss and bone resorption induced by hind limb unloading, demonstrating that PIEZO1 can affect osteoblast-osteoclast crosstalk in response to mechanical forces. At the mechanistic level, in response to mechanical loads, PIEZO1 in osteoblastic cells controls the YAP-dependent expression of type II and IX collagens. In turn, these collagen isoforms regulate osteoclast differentiation. Taken together, our data identify PIEZO1 as the major skeletal mechanosensor that tunes bone homeostasis.

## Abstract (web summary)

Mechanical forces induce bone remodeling, but how bone cells sense mechanical signaling is unclear. Here, the authors show that loss of the mechanotransduction channel *Piezo1* in osteoblastic cells impairs osteoclast activity via YAP signaling and collagen expression, leading to reduced bone mass and spontaneous fractures.

## Introduction

Bone remodeling involves the removal of old or damaged bone by osteoclasts (bone resorption) and subsequent replacement of new bone formed by osteoblasts (bone formation). One of the major functions of bone remodeling is to adapt bone material and structural properties to the mechanical demands that are placed on the skeleton, including mechanical loading and weight bearing^1^. Increased loading stimuli, e.g., through exercise and vigorous muscular activity, will enhance bone mass and bone strength. Alternatively, lack of mechanical loading in the setting of prolonged bed rest or exposure to long-term microgravity environment in space leads to a rapid reduction in bone mass and bone strength^2–4^. This mechanical force-bone interplay has been recognized as Julius Wolff’s law since the 19th century^5,6^. Understanding how mechanical loading regulates the balance between bone formation and resorption would lead to the therapeutic strategies for disuse osteoporosis.

It has been reported that osteoblast lineage cells, including bone mesenchymal stem cells (BMSCs), osteoblast progenitor cells, osteoblasts, and osteocytes can respond to mechanical loading in bone^7^. TRPV4 mediates fluid shear stress induced calcium signaling and early osteogenic gene expression in BMSCs^8^. The opening of Connexin43 (Cx43) hemichannel depends on interaction with integrin in response to shear stress in osteocytes^9^. However, Cx43 deficient mice showed an enhanced anabolic response to mechanical load^10^. YAP and TAZ can sense a broad range of mechanical cues and transduce them into transcriptional response in a manner that is specific for each type of cell and mechanical stress, including ECM rigidity and topology, stretching and tensional forces^11^. The above molecules are important transducers of mechanical signals in skeletal cells and regulate the function of osteoblast linage cells. While mechanical loading promotes osteoblast differentiation, it also inhibits osteoclast formation, migration, and adhesion in vivo. However, how mechanical loading coordinates bone remodeling remains incompletely understood.

Mechanically activated cation channel activity has been recorded in many cells, though the responsible sensing molecules were mysterious until recently^12^. Expression profiling and RNA interference knockdown of candidate genes in a mouse neuroblastoma cell line identified PIEZO proteins (PIEZO1 and PIEZO2) as nonselective Ca^2+^-permeable cation channels^13^. PIEZO proteins are emerging as important mediators of various aspects of mechanotransduction^14–16^. PIEZO1 is expressed by non-sensory tissues and could sense various mechanical stresses, including static pressure, shear stress, and membrane stretch^17–19^. PIEZO1 has been reported to mediate the function of hydrostatic pressure on cell fate determination of mesenchymal stem cells^19^. However, it is unknown whether PIEZO1 can regulate bone remodeling responding to mechanical load. In this study, we have generated *Piezo1* conditional-knockout mice, and find that mice with *Piezo1*-deficiency in BMSCs and their progeny cells display increased bone resorption and multiple spontaneous fractures after weight bearing. *Piezo1*-deficient mice are resistant to further bone loss and osteoclast accumulation induced by mechanical unloading. Mechanistically, *Piezo1* deficiency impairs COL2 and COL9 production through decreasing YAP nuclear localization, causing increased osteoclast activity. All of the above data support the notion that PIEZO1 can function as the mechanostat that directly senses mechanical loading to coordinate the osteoblast–osteoclast crosstalk in skeleton. Our study advances understanding and stimulates targeted therapeutic approaches for disuse osteoporosis.

## Results

### Osteoblastic *Piezo1* deficiency resulted in osteoporosis

As PIEZO proteins are components of mechanically activated cation channels, we hypothesize that PIEZO channels could function as the long sought mechanostat that directly senses mechanical loading in skeletal cells. If true, we predict that PIEZO channel deficiency would regulate bone mass and strength in vivo. QPCR confirmed that *Piezo1* was highly expressed in bone and skeletal cells (Supplementary Fig. 1a–c), while *Piezo2* was highly expressed in the dorsal root ganglia neurons instead of the whole bone and primary osteoblasts as reported^13,20^ (Supplementary Fig. 1a–c). These results suggest that PIEZO1 could have a crucial role in osteoblasts. To further elucidate the function of PIEZO1 in the bone homeostasis, we generated a PIEZO1 conditional-knockout mouse model (Supplementary Fig. 1d, e) by crossing *Piezo1*^*fl/fl*^ mice with *Prx1*^*Cre*^ mice, which expressed Cre recombinase in osteoblast progenitors that form the limbs and parts of the skull, but not the spine or other organs in vivo^21^. QPCR confirmed a reduction of *Piezo1* mRNA in bone cells from *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Supplementary Fig. 1f). Immunofluorescence confirmed the deletion of PIEZO1 in osteoblast progenitors (Supplementary Fig. 1g). Yoda1 has been identified as a specific agonist for PIEZO1 but not PIEZO2^22^. Yoda1 stimulated calcium influx in wild-type, but not in *Piezo1*-deficient osteoblastic cells (Supplementary Fig. 1h). These data demonstrate functional deletion of PIEZO1 in osteoblast lineage cells in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice.

To determine in vivo effects of PIEZO1 within the skeletal system, we performed quantitative computed tomography (μ-QCT) analysis. Trabecular bone mass was significantly reduced in male *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice compared to WT controls (Fig. 1a), as confirmed by decreased bone mineral density (BMD, Fig. 1b), trabecular bone volume (BV/TV, Fig. 1c), trabecular number (Tb.N, Fig. 1d) and increased trabecular spacing (Tb.Sp, Fig. 1f). Trabecular thickness (Tb.Th, Fig. 1e) was not changed significantly. In addition, cortical thickness was decreased in male *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Ct.Th) (Fig. 1a, g). Female WT and *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice were also analyzed by μ-QCT. The difference between WT and *Piezo1-*deficient female mice was comparable to male (Supplementary Fig. 2a–f), indicating that the function of *Piezo1* is independent of gender. Furthermore, the long bones of *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice were smaller than WT mice (Supplementary Fig. 2g). We also analyzed the bone surfaces of WT and *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice by μ-QCT. Both cortical and trabecular bone surfaces of *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice were significantly decreased, compared with WT mice (Supplementary Fig. 2h, i). Notably, we observed multiple bone fractures in the *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice in weight-bearing appendicular bones (Fig. 1h). The fractures first occurred between P0 and P3, with no significant differences observed between wild-type and *Piezo1*-deficient mice at embryonic day 17.5 (Supplementary Fig. 3a) and postnatal day 0 (Supplementary Fig. 3b). However, multiple bone fractures occurred in 3-day-old *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Fig. 1i, Supplementary Fig. 3c). The femurs of 3-day-old *Piezo1*-deficient mice exhibited increased cortical porosity compared to WT control mice by µ-CT analysis (Fig. 1j, bottom panel). However, neonatal P0 mice showed only subtle differences between *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice and WT controls (Fig. 1j, top panel). Embryonic mice are surrounded by amniotic fluid, and therefore bones are not weight bearing. Therefore, we hypothesize that the absence of mechanical loading makes the effects of *Piezo1* deficiency unseen at this stage. Overall the kinetics of phenotypic onset is consistent with PIEZO1 functioning downstream of postnatal mechanical loading. In addition, calvarial bones from WT and *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice were indistinguishable (Supplementary Fig. 4a, b), compared to more dramatic differences in the distal femurs, perhaps due to the fact that the skull is relatively under-loaded compared to long bones. Collectively, these data support that *Piezo1* deficiency impairs the response of osteoblastic cells to mechanical loading, leading to decreased bone mass and giving rise to bone fractures soon after birth.

**Fig. 1:**
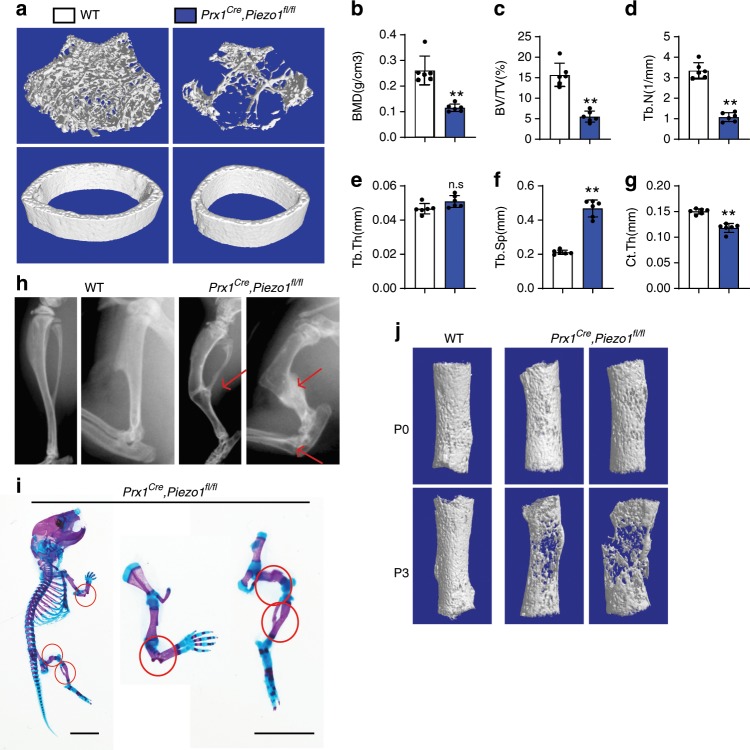
Loss of *Piezo1* in skeletal cells resulted in severe osteoporosis. **a** 3D μ-CT images of trabecular bones of distal femurs isolated from 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. **b**–**g** μ-CT analysis of distal femurs from (**a**) for bone mineral density (BMD) (**b**), bone volume per tissue volume (BV/TV) (**c**), trabecular number (Tb.N) (**d**), trabecular thickness (Tb.Th) (**e**), trabecular spacing (Tb.Sp) (**f**) and cortical thickness (Ct.Th) of middle shaft of femurs (**g**). *P < 0.05; **P < 0.01. Two-tailed Student’s *t* test. Data are mean ± SD, *n* = 6. **h** X-ray of long bones from 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Representative images for 3 independent samples. **i** Whole mount skeleton staining of 3-day-old WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice by Alcian blue and Alizarin red S. Scale bar = 5 mm. **j** 3D μ-CT images of femurs isolated from 0-day-old and 3-day-old WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Source data are provided in the Source Data File.

### Osteoblastic *Piezo1* deficiency promoted bone resorption

We next sought to understand the relative contributions of osteoblast and osteoclast activity to the bone loss seen in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice. Osteoblasts originate from SSCs (skeletal stem cells), Pre-BCSPs (pre-bone, cartilage and stromal progenitors), and BCSPs (bone, cartilage and stromal progenitors), whose expansion and self-renewal must be tightly controlled^23^. Firstly, we analyzed these three cell types in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ and control mice. However, these stem cells and progenitors were not significantly affected by PIEZO1 deficiency (Fig. 2a, b). We further speculated if PIEZO1 would impair osteoblast differentiation. To test this hypothesis, we performed histomorphometric analysis of WT and *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice to evaluate static and dynamic parameters of bone formation and resorption. Consistent with the μ-QCT data, histomorphometric analysis showed that *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice had a significant decrease in both BV/TV and Tb.N (Fig. 2c–e). Interestingly, the number of osteoblasts per bone perimeter (N.Ob/B.Pm) (Fig. 2f) and osteoblast surface per bone surface (Ob.S/BS) (Fig. 2g) were not significantly changed in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice compared to WT controls. Consistently, the bone mineral apposition rate and bone formation rate were not significantly changed in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice either (Fig. 2h–k). Furthermore, the bone formation marker PINP was not significantly changed in the serum of *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Fig. 2l). However, there was significantly increased bone resorption activity in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice compared to WT controls, demonstrated by increased eroded surface normalized to bone surface (ES/BS) (Fig. 2m), osteoclast number (N.Oc/Bpm) (Fig. 2n), osteoclast surface per bone surface (Oc.S/BS) (Fig. 2o) and serum CTX-I level (Fig. 2p) in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice. Tartrate-resistant acid phosphatase (TRAP) staining confirmed the increase of osteoclasts along the surface of trabecular bone in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Fig. 2q). Also, *Piezo1* deficiency did not impact osteoblast differentiation as determined by ALP activity and Alizarin red S staining in vitro (Supplementary Fig. 5a, b). Consistently, the expression of a series of osteoblastic marker genes showed no significant difference between control and *Piezo1*-deficient cells (Supplementary Fig. 5c).

**Fig. 2:**
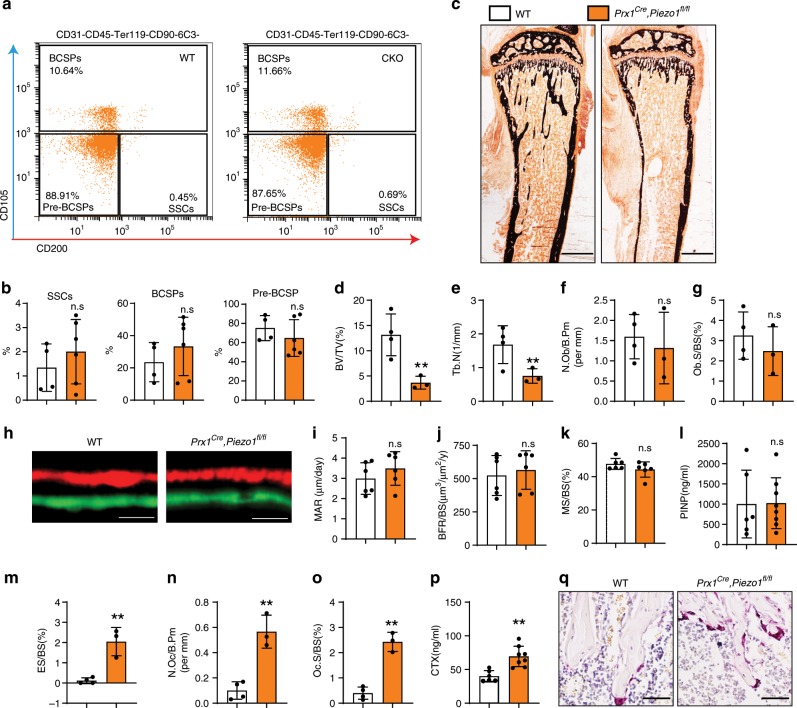
Loss of *Piezo1* in osteoblastic cells resulted in increased bone resorption. **a**, **b** FACS analysis of mSSCs, mBSCPs and mPre-BSCPs of bone marrow cells of 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Data are mean ± SD, WT, *n* = 4, CKO, *n* = 6. **c** Representative images of Von kossa staining of 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 500 μm **d**–**g** Histomorphometric analysis of proximal tibias from 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice for bone volume per tissue volume (BV/TV) (**d**), trabecular number (Tb.N) (**e**), number of osteoblasts per bone perimeter (N.Ob/B.Pm) (**f**), osteoblast surface per bone surface (Ob.S/BS) (**g**). Data are mean ± SD, WT, *n* = 4, CKO, n = 3. **h** Representative images of dual Calcein-Alizarin red S labeling of proximal tibias from 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 20 μm, n = 6. **i**–**k** Quantification of mineral apposition rate (MAR) (**i**), bone formation rate normalized to bone surface (BFR/BS) (**j**) and mineralizing surface normalized to bone surface (MS/BS) (**k**) of endo-cortical and trabecular bones of proximal tibias from 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Data are mean ± SD, *n* = 6. **l** Serum PINP levels in 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Data are mean ± SD, WT, *n* = 6, CKO, *n* = 8. **m**–**o** Histomorphometric analysis of the images from (**c**) for eroded surface per bone surface (ES/BS) (**m**), number of osteoclasts per bone perimeter (N.Oc/B.Pm) (**n**) and osteoclast surface per bone surface (Oc.S/BS) (**o**). Data are mean ± SD, WT, *n* = 4, CKO, *n* = 3. **p** Serum CTX-I levels in 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Data are mean ± SD, WT, *n* = 6, CKO, *n* = 8. **q** Tartrate-resistant acid phosphatase (TRAP) staining of femurs isolated from 6-week-old male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 50 μm. *P < 0.05; **P < 0.01. Two-tailed Student’s *t* test. Source data are provided in the Source Data File.

Osteocytes, bone cells embedded in the bone matrix, are thought to be critical mechanosensory cells in bone. *Dmp1*^*Cre*^*; Piezo1*^*fl/fl*^ mice, which deleted PIEZO1 in osteocytes, exhibited decreased bone mass in both trabecular and cortical bones, compared with control mice (Supplementary Fig. 6a–g). In addition, osteoclast number was also increased in *Dmp1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Supplementary Fig. 6h, i). However, different from *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice, no spontaneous fractures occurred in *Dmp1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Supplementary Fig. 6j), indicating that not only osteocytes but also earlier osteoblastic cells are essential for mechanical sensing in bone.

### Osteoclastic *Piezo1* deficiency did not affect bone mass

In order to test if PIEZO1 affects the osteoclast function, we crossed *Piezo1*^*fl/fl*^ mice with *Ctsk*^*Cre*^ mice to delete *Piezo1* in osteoclasts. *Ctsk*^*Cre*^*; Piezo1*^*fl/fl*^ mice exhibited normal bone mass (Fig. 3a–c) and unaffected bone resorption (Fig. 3d, e), compared with control mice. These data indicate that PIEZO1 acts primarily in osteoblastic cells to orchestrate bone resorption by osteoclasts in a non-cell autonomous manner.

**Fig. 3:**
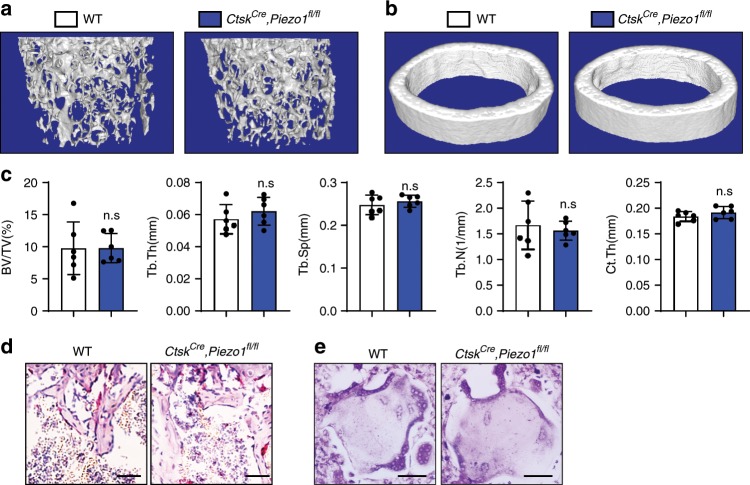
*Piezo1* deficiency in osteoclasts did not affect the bone formation. **a**, **b** 3D μ-CT images of trabecular bones (**a**) and cortical bones (**b**) of distal femurs isolated from 6-week-old female WT and *Ctsk*^*Cre*^*, Piezo1*^*fl/fl*^ mice. **c** μ-CT analysis of distal femurs from 6-weeks-old female WT and *Ctsk*^*Cre*^*, Piezo1*^*fl/fl*^ mice for bone volume per tissue volume (BV/TV), trabecular thickness (Tb.Th), trabecular number (Tb.N), trabecular spacing (Tb.Sp) and cortical thickness (Ct.Th) of middle shaft of femurs. *P < 0.05; **P < 0.01. Two-tailed Student’s *t* test. Data are mean ± SD, *n* = 6. **d** TRAP staining of femurs isolated from 6-week-old WT and *Ctsk*^*Cre*^*, Piezo1*^*fl/fl*^ mice. **e** TRAP staining of osteoclasts differentiated from bone marrow monocytes isolated from WT and *Ctsk*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 100 μm. Source data are provided in the Source Data File.

### PIEZO1 sensed the weight-bearing induced mechanical stress

Although bone resorption was strongly increased in the long bones of *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice, TRAP positive osteoclasts were not significantly changed in skull whole mounts of *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Supplementary Fig. 7a). Moreover, TRAP positive osteoclasts in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice were only modestly increased at P0, but were more substantially expanded on postnatal day 3 (Supplementary Fig. 7b–e), consistent with the kinetics of postnatal weight bearing.

To further determine if PIEZO1 mediates skeletal mechanical loading, tail suspension experiments were performed to remove body weight-induced mechanical loading from hind limbs, mimicking the bone loss due to microgravity or disuse^24,25^. As expected, tail suspension induced bone loss in the distal femurs of WT mice (Fig. 4a, left panel). Strikingly, *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice did not demonstrate tail suspension induced bone loss (Fig. 4a–f). Consistently, tail suspension treatment increased TRAP positive cells in WT but not in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Fig. 4g, h). These data support that PIEZO1 in osteoblastic cells is required to sense mechanical loading and accordingly regulate bone mass by modulating the bone resorption activity of osteoclasts.

**Fig. 4:**
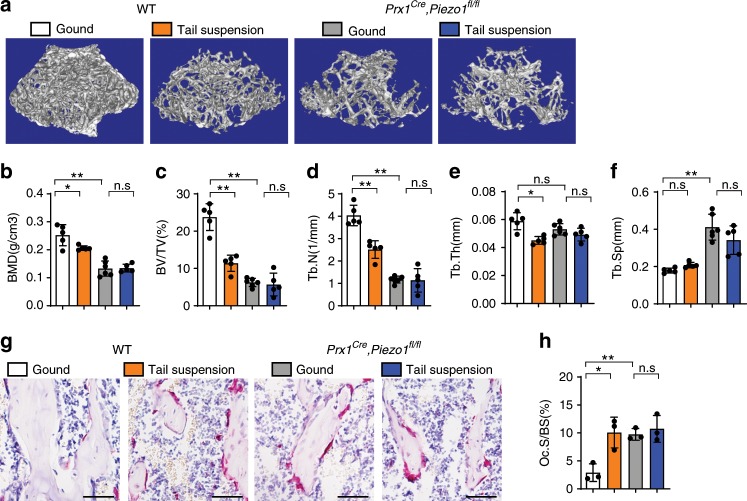
*Piezo1* deficiency resisted to bone loss induced by unloading. **a** 3D μ-CT images of trabecular bones of distal femurs isolated from male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice, subjected with tail-suspended for one week trial or ground control, respectively, sacrificed at 7-week-old. **b**–**f** μ-CT analysis of distal femurs for bone mineral density (BMD) (**b**), bone volume per tissue volume (BV/TV) (**c**), trabecular number (Tb.N) (**d**), trabecular thickness (Tb.Th) (**e**) and trabecular spacing (Tb.Sp) (**f**). Data are mean ± SD, n ≥ 5. **g** TRAP staining of the femurs isolated from male WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice, subjected with tail-suspended trial or ground control, respectively. Scale bar = 50 μm. **h** Quantification of the TRAP staining by osteoclast surface per bone surface (Oc.S/BS). Data are mean ± SD, *n* = 3. *P < 0.05; **P < 0.01. Ordinary one-way ANOVA. Source data are provided in the Source Data File.

### Collagens mediated inhibition of bone resorption by PIEZO1

We next investigated the molecular mechanisms through which *Piezo1* deficiency in osteoblast lineage cells controls bone homeostasis. BMSCs-derived osteoblasts from *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice showed an enhanced ability to support osteoclastogenesis, as indicated by the increased number of giant multinucleated cells (Fig. 5a) and TRAP activity of culture supernatants (Fig. 5b) in an osteoblast–osteoclast co-culture system. To determine whether osteoclasts are more active or whether there are more osteoclasts with similar activity, we performed pit resorption assay in osteoblast–osteoclast co-culture system. Osteoclasts in the *Piezo1*-deficient osteoblastic cells co-culture system are increased in number and more active in resorption, compared with control osteoblastic cells (Fig. 5c, d). These data demonstrate that increased bone resorption in *Piezo1*-deficient mice results from both increased osteoclast number and activity.

**Fig. 5:**
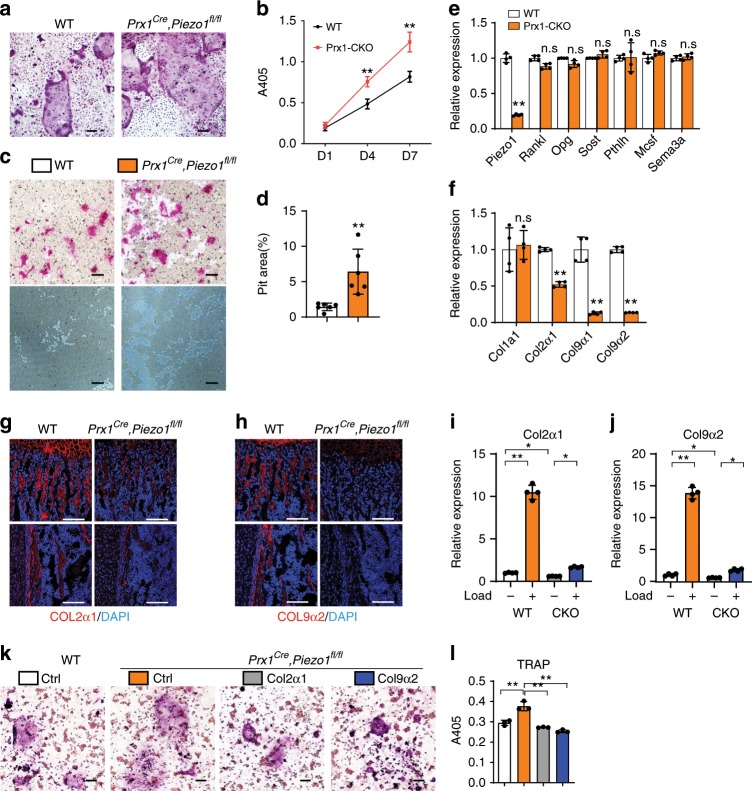
Col2α1 and Col9α2 mediated the inhibition of bone resorption by PIEZO1. **a**–**d** Osteoclastogenesis by OB-OC co-culture in vitro using BMSCs-derived osteoblasts from WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 100 μm. **a** TRAP staining of the osteoclasts in the co-culture system on the normal surface. **b** Co-culture supernatants were measured for TRAP activity via colorimetric readout (A405) on the normal surface. *P < 0.05; **P < 0.01. Two-tailed Student’s *t* test. Data are mean ± SD, *n* = 5. **c** TRAP staining of the osteoclasts (top panel) and resorption area (bottom panel) in the co-culture system on the bone biomimetic synthetic surface. **d** Quantification of the resorption area. *P < 0.05; **P < 0.01. Two-tailed Student’s *t* test. Data are mean ± SD, *n* = 6. **e**, **f** Indicated gene expression analysis of the cortical bones of WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. *P < 0.05; **P < 0.01. Two-tailed Student’s *t* test. Data are mean ± SD, *n* = 4. (**g**, **h**) Immunofluorescence assay of COL2α1 (**g**) and COL9α2 (**h**) of the distal femurs of 3-day-old WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 100 μm. **i**, **j** QPCR analysis of *Col2α1* (**i**) and *Col9α2* (**j**) in the BMSCs-derived osteoblasts from WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice endured with 0.5 Hz, 1% intensity compression for 4 h by FlexCell compression system. *P < 0.05; **P < 0.01. Ordinary one-way ANOVA. Data are mean ± SD, *n* = 4. **k**–**l** Osteoclastogenesis by OB-OC co-culture in vitro using BMSCs-derived osteoblasts from WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice infected with *Ctrl*, *Col2α1* and *Col9α2* lenti-virus, respectively. **k** TRAP staining of the osteoclasts in the co-culture system. Scale bar = 100 μm. **l** Co-culture supernatants were measured for TRAP activity via colorimetric readout (A405). *P < 0.05; **P < 0.01. Ordinary one-way ANOVA. Data are mean ± SD, *n* = 3. Source data are provided in the Source Data File.

We next screened the key factors secreted by osteoblasts to tune the activity of osteoclasts, including *RankL*, *Opg*, *Sost*, *Pthlh*, *Mcsf* and *Sema3a*^26^. However, none of these factors showed a significant difference in the cortical bones of WT and *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Fig. 5e). Therefore, we performed RNA-Seq using RNA from tibial and femoral cortical bones of WT and *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice. 

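RNA-Seq counts were compared between tibial and femoral cortical bone of 4 WT samples and 4 *Prx1* Cre*; Piezo1* fl/fl samples (*Piezo1*-deficient below), all from mice aged 6 weeks. Cortical bone was ground whole, so its RNA holds transcripts of osteoblasts and osteocytes together with those of osteoclasts, marrow cells, vessels and any tissue that stayed attached. *Prx1* Cre acts in the limb mesenchyme, from which osteoblasts and chondrocytes arise, and not in blood-derived cells such as osteoclasts. The samples are numbered replicates 1, 3, 4 and 5 in each genotype. Their labels do not state whether each is a separate animal, so a p-value here measures the spread between these samples. The sex of the mice used for RNA-Seq is not given in the labels.

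The authors' table holds whole-number counts for 19201 genes in each library, next to their log2 fold changes, p-values and FDR. Total counts were 12685861, 13170564, 14536106 and 11963536 in WT replicates 1, 3, 4 and 5, and 13339735, 13595229, 13841709 and 12090403 in the *Piezo1*-deficient replicates. The paper's methods describe mapping to mm9 with TopHat 1.4.1 and FPKM from Cufflinks 1.3.0, whereas the processing notes of the table name HISAT2 and GRCm38. The values used here are counts. Counts were normalized by TMM and compared by the quasi-likelihood test of edgeR over the 15318 genes that its filter on low counts kept. Levels are given as CPM, counts scaled to the TMM-adjusted library size. A gene is said to have risen or fallen where the adjusted p (Benjamini-Hochberg) was under 0.05.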

As shown in Supplementary Figure 8a, the global transcriptome was changed between wild-type and *Piezo1*-deficient mice. 

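*Piezo1*, the gene of the deleted mechanosensitive channel, was lower in each *Piezo1*-deficient library than in each WT library. Its counts were 2476, 2926, 3071 and 2735 in WT replicates 1, 3, 4 and 5, and 1726, 1898, 1788 and 1561 in *Piezo1*-deficient replicates 1, 3, 4 and 5. It fell from 205 ± 9.94 CPM (SD, n = 4) to 138 ± 6.37 CPM (SD, n = 4), which is 67.4% of the WT level. The log2 fold change was -0.57 (SE 0.064, adjusted p = 0.0027 from edgeR). On mm9 the gene, listed there as *Fam38a*, lies on the minus strand of chromosome 8 from 125005598 to 125075229 and has 51 exons. It overlaps *Ctu2*, and its count can also take in exons outside the deleted part and cells without *Prx1* Cre. Their shares were not measured.

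On the first principal component of the log2 CPM, which held 42.2% of the variance, the WT libraries lay between -30.7 and -20.7 and the *Piezo1*-deficient libraries between 13.5 and 32.3. On the second, with 22.7% of the variance, *Piezo1*-deficient replicate 1 lay at 39.6 and the other libraries of its genotype between -18.8 and -13.6.

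Genes of skeletal muscle fibres rose in *Piezo1*-deficient bone. Of 27 muscle genes tested, 22 rose and none fell (27 were higher when adjusted over the list alone), with a median log2 fold change of 4.35. Their summed level was 111 ± 86.1 CPM (SD, n = 4) in WT bone and 2349.8 ± 2432 CPM (SD, n = 4) in *Piezo1*-deficient bone. Each *Piezo1*-deficient library lay above each WT library (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow). *Myh2*, a fast myosin heavy chain, rose from 1.57 ± 1.28 to 48.9 ± 39.1 CPM (SD, n = 4; log2 fold change 4.96, SE 0.71, adjusted p = 0.0067 from edgeR). It may share reads with its paralogs *Myh1* and *Myh4*. As a set the muscle genes ranked above the other genes (camera with a preset correlation of 0.01, adjusted p = 2.3e-20; adjusted p = 0.309 with an estimated correlation). The number of muscle genes that rose was 6, 2, 6 and 2 without WT replicate 1, 3, 4 or 5, and 4 without *Piezo1*-deficient replicate 4.

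Genes of tendon and periosteal fibroblasts rose too, 6 of 13 with none lower (9 higher when adjusted over the list alone) and a median log2 fold change of 1.51. Their sum went from 1117 ± 244 CPM (SD, n = 4) in WT to 1833 ± 245 CPM (SD, n = 4) in *Piezo1*-deficient bone. *Cilp2*, a matrix protein, rose from 1.68 ± 1.50 to 13.0 ± 2.16 CPM (SD, n = 4; log2 fold change 2.97, SE 0.39, adjusted p = 0.0049 from edgeR). The set passed camera (adjusted p = 1.2e-07), with adjusted p = 0.309 with an estimated correlation. The number that rose was 3, 2 and 2 without WT replicate 3, 4 or 5. Of 8 Schwann cell genes, 2 rose, among them the tight junction gene *Cldn19* (log2 fold change 3.10), and none fell (4 higher and 1 lower when adjusted over the list alone). The Schwann cell set had a camera adjusted p = 0.0317 and adjusted p = 0.315 with an estimated correlation; camera did not call it without WT replicate 4 or *Piezo1*-deficient replicate 3 (adjusted p = 0.0519 and 0.0694), nor with a replicate block. Only 1 of these genes, *Cldn19*, rose without WT replicate 1, 3, 4 or 5 or without *Piezo1*-deficient replicate 3.

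**Figure D1:**
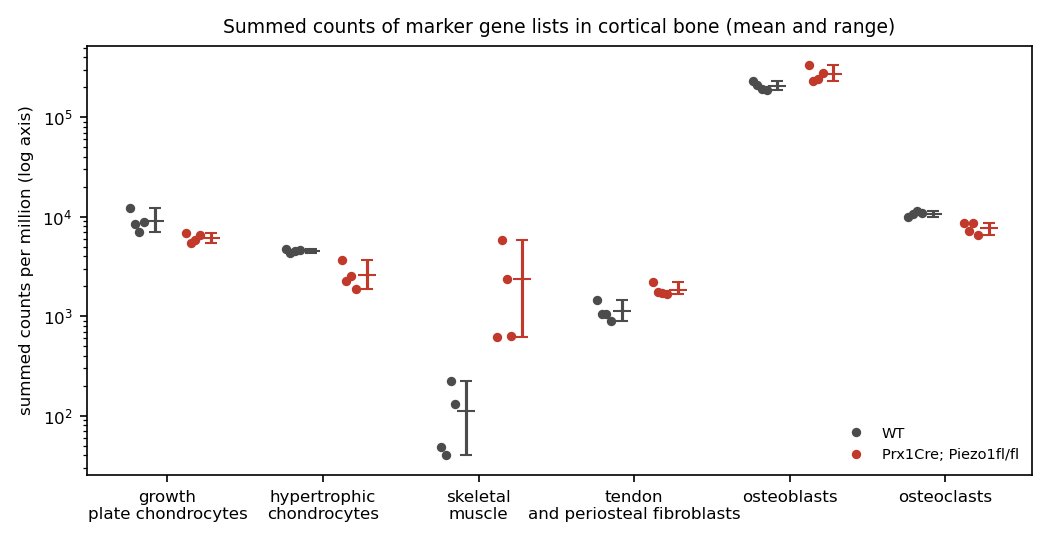
Summed CPM (log axis) of the genes of 6 marker lists in WT (grey) and *Prx1* Cre*; Piezo1* fl/fl (red) cortical bone; points are libraries, and the bars beside them span the lowest to the highest library around the mean (n = 4). The skeletal muscle sum lay between 39.8 and 224 CPM in WT and between 620.1 and 5786 CPM in *Piezo1*-deficient libraries.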

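Of the 10 largest falls in *Piezo1*-deficient bone, 7 were in genes of the chondrocyte lists, and of the 10 largest rises, 5 were in genes of the muscle list. Both rankings took called genes without overlap of the genotypes and with a mean of at least 1 CPM in the higher group. Predicted genes, pseudogenes and Riken clones were left out. The lists are short, and a gene off them can still belong to that tissue. *Matn3*, a cartilage matrix protein, fell from 46.1 ± 31.4 CPM (SD, n = 4) in WT to 1.77 ± 0.42 CPM (SD, n = 4) in *Piezo1*-deficient bone (log2 fold change -4.70, SE 0.51, adjusted p = 0.0020 from edgeR). The other genes among the 10 largest falls were *Il17b*, *Lect1*, *Epyc*, *Clec3a*, *Col9a1*, *Hapln1*, *Col9a3*, *Ucma* and *Mfi2*, with log2 fold changes from -5.11 (*Il17b*) to -3.95 (*Mfi2*). *Mybpc1*, a myosin binding protein, rose from 1.17 ± 1.07 to 35.3 ± 32.5 CPM (SD, n = 4; log2 fold change 4.86, SE 0.81, adjusted p = 0.0137 from edgeR). *Ampd1*, *Hfe2*, *Myh4*, *Sypl2*, *Myh2*, *Acta1*, *Pvalb*, *Atp2a1* and *Actc1* made up the rest of the 10 largest rises, with log2 fold changes from 4.85 (*Actc1*) to 5.10 (*Ampd1*).

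At an adjusted p under 0.05, 313 genes rose and 149 fell in *Piezo1*-deficient bone. Of these, 138 and 41 changed over 2-fold, and 77 and 25 over 4-fold. Genes of the chondrocyte lists made up 17 of those that fell, and genes of the muscle, tendon or Schwann cell lists 30 of those that rose. Genes off these short lists can still belong to these tissues. The 2 genotypes did not overlap for 310 of the genes that rose and 147 of those that fell. This held for 1826 of all tested genes (11.9%, where chance gives 2.86%). At a fold change over 1.5 and an unadjusted p under 0.05, 475 genes were higher and 302 lower. Without the filter on low counts these were 742 and 463, and with a mean of at least 5 CPM required 191 and 132. The Wald test of DESeq2 called 594 genes higher and 360 lower at an adjusted p under 0.05.

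Leaving out 1 library moved the adjusted counts. They were 102 higher and 54 lower without WT replicate 3, 82 and 56 without WT replicate 4, and 71 and 49 without WT replicate 5. Without *Piezo1*-deficient replicate 3 they were 208 and 94, without *Piezo1*-deficient replicate 4 they were 138 and 79, and without *Piezo1*-deficient replicate 1 the number lower was 271. Of the 10 largest falls, all but *Ucma* kept their call without any 1 library. *Ucma* lost it without WT replicate 3 or 5 or *Piezo1*-deficient replicate 3, 4 or 5 (adjusted p up to 0.0999 from edgeR). *Myh2* kept its call throughout, and *Mybpc1* lost it without WT replicate 5 (adjusted p = 0.0621 from edgeR). Each of the other 8 largest rises lost its call without WT replicate 3 and without WT replicate 5, and some of them also without WT replicate 1 or 4 or *Piezo1*-deficient replicate 3 or 4. The highest adjusted p was 0.122 for *Myh4* (edgeR). With each library left out, log2 fold changes ran from 3.82 to 7.39 for *Actc1*, 3.89 to 5.77 for *Ampd1* and 3.90 to 6.23 for *Myh4*. Among the largest falls they ran from -6.47 to -4.47 for *Il17b*, -5.21 to -3.69 for *Clec3a* and -4.43 to -3.27 for *Mfi2*.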

Among a total of 19,201 genes expressed, 560 genes were up-regulated, and 297 genes were down-regulated (fold change > 1.5, *P*. value < 0.05) in *Piezo1*-depleted cortical bones. We performed GO analysis and found that the genes of proteinaceous extracellular matrix were significantly down regulated (Supplementary Fig. 8b). Among these matrix proteins, COL2α1, COL9α1/2 and COL10α1 were decreased substantially in *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Supplemental Fig. 8c). However, there was no significant difference in type 1 collagen. 

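Genes of the extracellular matrix changed in both directions in *Piezo1*-deficient bone, and those that fell were nearly all genes of cartilage. Of 144 matrix genes tested, 14 fell and 29 rose. *Acan*, the main proteoglycan of cartilage, fell from 517 ± 161 to 61.9 ± 4.89 CPM (SD, n = 4; log2 fold change -3.06, SE 0.20, adjusted p = 1.0e-04 from edgeR). *Epyc*, a small cartilage proteoglycan, fell with a log2 fold change of -4.82 (SE 0.59, adjusted p = 0.0039 from edgeR). *Dcn*, the collagen-binding proteoglycan decorin, rose from 1184 ± 54.7 to 1699.9 ± 73.1 CPM (SD, n = 4; log2 fold change 0.52, SE 0.069, adjusted p = 0.0051 from edgeR). *Postn*, a matrix protein of the periosteum, had a log2 fold change of 0.84 (SE 0.15, adjusted p = 0.0165 from edgeR). *Lum* and *Bglap* rose by log2 fold changes of 0.41 and 0.58.

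Among the genes lower at a fold change over 1.5 and an unadjusted p under 0.05, 19 were matrix genes, where 2.84 would be drawn by chance (odds ratio 8.00, 95% confidence interval 4.59 to 13.2; two-sided Fisher's exact test, p = 6.0e-11). The odds ratio was 14.5 with a mean of at least 5 CPM required. Chance is not excluded for this enrichment, and the 35 splits of the 8 libraries into 4 and 4 cannot decide it. As small a p in either direction came from 4 splits, the real one among them. The others of these 4 exchanged a library of each genotype and so kept part of the genotype contrast. Splits that mixed the genotypes evenly reached a negative log10 p of at most 1.65, against 10.2 in the real split. Among the genes higher at the same thresholds, 29 were matrix genes, where 4.47 would be drawn by chance (odds ratio 8.32, 95% confidence interval 5.28 to 12.8; Fisher's exact test, p = 6.1e-16). The chondrocyte lists, which fell, were then taken out, while the tendon and periosteal fibroblast list, which rose, was not. This left 126 matrix genes. Of these, 3 were lower at these thresholds (odds ratio 1.21; Fisher's exact test, p = 0.740) and 29 higher (odds ratio 9.88; Fisher's exact test, p = 1.3e-17). The 3 lower genes, named here after their values were seen, were *Loxl4*, a lysyl oxidase, *Lamb3*, a laminin chain, and *Prelp*, a leucine-rich proteoglycan. *Loxl4* alone fell at an adjusted p under 0.05.

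Of the 107 matrix genes that are not collagens, 25 rose and 9 fell (37 higher and 14 lower when adjusted over the list alone). The set as a whole lay upward by camera (median log2 fold change 0.19, adjusted p = 8.8e-05; adjusted p = 0.477 with an estimated correlation). The number of matrix genes that rose was 12, 12 and 10 without WT replicate 3, 4 or 5 and 17 without *Piezo1*-deficient replicate 4 (11, 11, 9 and 15 of those that are not collagens), while 13 to 16 fell whichever library was left out. *Postn* lost its call without WT replicate 3 or 4 (adjusted p up to 0.0653 from edgeR). *Lum* lost its call without any 1 WT replicate or *Piezo1*-deficient replicate 3 or 4 (adjusted p up to 0.0999 from edgeR). *Bglap* lost its call without WT replicate 3, 4 or 5 or *Piezo1*-deficient replicate 4 or 5 (adjusted p up to 0.0943 from edgeR). A fixed list stands in for the gene ontology term, whose annotation was not used here.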

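The genes of the cartilage collagens II, IX and X fell in *Piezo1*-deficient bone, and with them most other genes of growth plate chondrocytes. *Col2a1*, the collagen of cartilage fibrils, fell from 2561.5 ± 1027 CPM (SD, n = 4) in WT to 294 ± 66.7 CPM (SD, n = 4) in *Piezo1*-deficient bone (log2 fold change -3.12, SE 0.28, adjusted p = 4.0e-04 from edgeR). *Col9a1*, a chain of the collagen that coats these fibrils, fell from 232 ± 97.6 to 13.3 ± 3.61 CPM (SD, n = 4; log2 fold change -4.12, SE 0.31, adjusted p = 1.8e-04 from edgeR). *Col9a2*, another chain of it, fell from 192 ± 97.4 to 14.1 ± 2.76 CPM (SD, n = 4; log2 fold change -3.76, SE 0.33, adjusted p = 3.9e-04 from edgeR). *Col10a1*, made by hypertrophic chondrocytes, fell from 1418 ± 213 to 133 ± 50.1 CPM (SD, n = 4; log2 fold change -3.41, SE 0.28, adjusted p = 3.1e-04 from edgeR). For each of these 4 genes, every *Piezo1*-deficient library lay below every WT library (two-sided exact permutation p = 0.0286).

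Of 25 genes of growth plate chondrocytes, 15 fell and none rose (19 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -2.82. The log2 fold change was positive for 5 of the 25. Their sum changed less than the median gene, from 9130 ± 2188 CPM (SD, n = 4) in WT to 6145 ± 629 CPM (SD, n = 4) in *Piezo1*-deficient bone. *Hapln1*, which links aggrecan to hyaluronan, had a log2 fold change of -4.11 (SE 0.29, adjusted p = 1.7e-04 from edgeR), and *Col9a3* of -4.09 (SE 0.35, adjusted p = 3.9e-04 from edgeR). Of 6 genes of hypertrophic chondrocytes, *Col10a1* and the signal *Ihh* (log2 fold change -3.33, SE 0.21, adjusted p = 1.0e-04 from edgeR) fell and none rose (2 lower when adjusted over the list alone). The growth plate set lay downward by camera (adjusted p = 3.2e-19; adjusted p = 0.309 with an estimated correlation), as did the hypertrophic set (adjusted p = 0.0033; adjusted p = 0.309 with an estimated correlation). The *Piezo1*-deficient libraries with these low cartilage transcripts are also those with the higher muscle and tendon sums. Each of these differences separates the genotypes, so their coincidence does not tell whether they are linked.

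On mm9, *Col2a1* lies on chromosome 15 from 97806033 to 97835155 (54 exons), *Col9a1* on chromosome 1 from 24184449 to 24259577 (38 exons) and *Col9a2* on chromosome 4 from 120711990 to 120727927 (32 exons). *Col10a1* lies on chromosome 10 from 34109787 to 34116891 (3 exons), within the span of *Nt5dc1*.

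**Figure D2:**
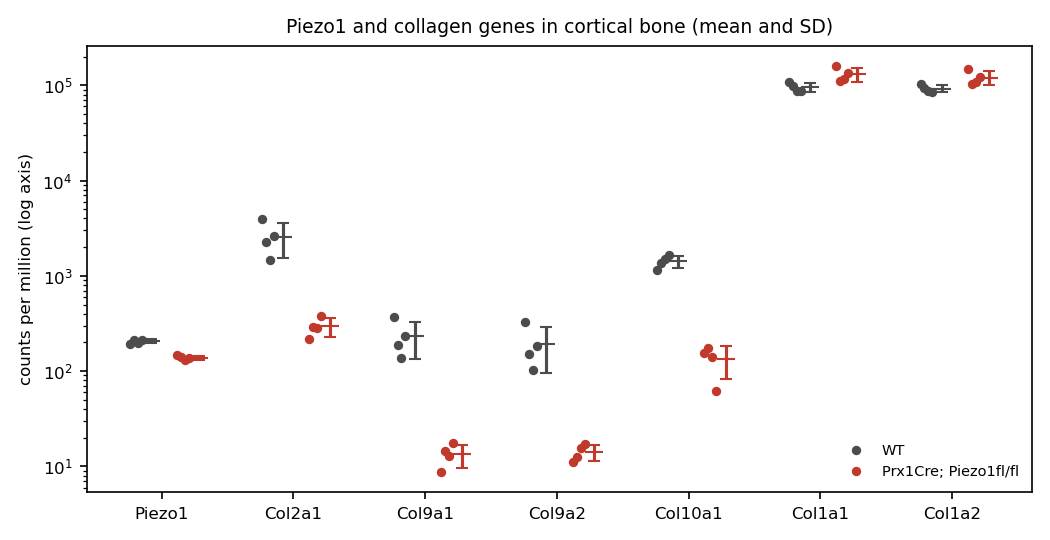
CPM (log axis) of *Piezo1* and of the collagen genes in WT (grey) and *Prx1* Cre*; Piezo1* fl/fl (red) cortical bone; points are libraries, and the bars beside them give the mean and SD (n = 4). *Col2a1*, *Col9a1*, *Col9a2* and *Col10a1* lay lower in every *Piezo1*-deficient library than in any WT library, and *Col1a1* and *Col1a2* had means of 130990 and 120652 CPM there.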

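The 2 genes of type I collagen, the main protein of bone matrix, had higher means in *Piezo1*-deficient bone, and neither passed the test. *Col1a1* had 95776 ± 9737 CPM (SD, n = 4) in WT and 130990 ± 22047 CPM (SD, n = 4) in *Piezo1*-deficient bone (log2 fold change 0.45, SE 0.15, adjusted p = 0.134 from edgeR). Each *Piezo1*-deficient library was above each WT library for *Col1a1* (two-sided exact permutation p = 0.0286). *Col1a2* had 92545 ± 8361 CPM (SD, n = 4) in WT and 120652 ± 20982 CPM (SD, n = 4) in *Piezo1*-deficient bone (log2 fold change 0.38, SE 0.15, adjusted p = 0.197 from edgeR). The genotypes overlapped for *Col1a2* (two-sided exact permutation p = 0.0571). Together with *Sparc*, these genes took 22.6 ± 1.53% (SD, n = 4) of all counts in WT and 27.4 ± 3.01% (SD, n = 4) in *Piezo1*-deficient libraries. The Wald test of DESeq2 called both genes higher, with adjusted p = 0.0110 for *Col1a1* (0.0110 to 0.345 over the alternatives) and adjusted p = 0.0423 for *Col1a2* (0.0423 to 0.428 over the alternatives). Both fold changes lie under the 1.5 that the paper's thresholds require. On mm9, *Col1a1* lies on chromosome 11 from 94797538 to 94814356 (51 exons) and *Col1a2* on chromosome 6 from 4454814 to 4491543 (52 exons).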

QPCR further validated the changes of these genes in the cortical bones of WT and *Prx1*^*Cre*^*; Piezo1*^*fl/fl*^ mice (Fig. 5f). Immunofluorescence analysis confirmed the changes of protein levels of different collagens including COL2α1 (Fig. 5g) and COL9α2 (Fig. 5h). These data indicate that *Piezo1* deficiency changes the integrity of the bone matrix, especially of multiple collagens.

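Across the collagen family, 5 genes fell, 4 rose and most did not pass the test. Of 37 collagen genes tested, *Col2a1*, *Col9a1*, *Col9a2*, *Col9a3* and *Col10a1* fell and 28, among them the cartilage collagens *Col11a1*, *Col11a2* and *Col27a1*, did not pass (16 higher and 6 lower when adjusted over the list alone). *Col6a2*, a microfibril collagen, rose with a log2 fold change of 0.56 (SE 0.13), and *Col15a1*, a collagen of basement membranes, with 0.58 (SE 0.12). The other genes among the 4 that rose, named here after their values were seen, were *Col8a2* and *Col14a1* (log2 fold changes 1.97 and 1.17). The number that rose was 1 without WT replicate 3, 4 or 5 and 2 without *Piezo1*-deficient replicate 4 or 5. *Col6a2* and *Col15a1* each lost their call when any 1 of these libraries was left out (adjusted p up to 0.155 and 0.120 from edgeR). The 5 that fell were called lower whichever library was left out. The median log2 fold change of the family was 0.24 and its mean -0.22. As a set it did not pass camera (adjusted p = 0.113, and adjusted p = 0.771 with an estimated correlation). With a replicate block camera called it upward (adjusted p = 0.0212). From the decrease of COL2α1, COL9α1/2 and COL10α1 in RNA-Seq, together with its QPCR and immunofluorescence of the collagens (Fig. 5f to h), the paper concludes that loss of *Piezo1* alters the integrity of the bone matrix, and of several collagens in particular.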

To directly examine if PIEZO1 acts as downstream of mechanical stimulation to regulate collagen expression, BMSCs-derived osteoblasts from *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ and WT mice were cultured in the Flexcell Compression System^27^. The expression levels of *Col2α1* (Fig. 5i) and *Col9α2* (Fig. 5j) were strongly increased by the compression system in WT cells, compared with *Piezo1*-deficient cells. Matrix proteins including COL2 and COL9 can inhibit osteoclast activity^28,29^, indicating that PIEZO1 could control bone homeostasis through the regulation of bone matrix proteins including *Col2α1* and *Col9α2* expression. Next, we co-cultured bone marrow monocytes with WT and *Piezo1*-deficient osteoblastic cells overexpressing GFP control, COL2α1 or COL9α2. *Piezo1*-deficient osteoblastic cells increased the osteoclast differentiation compared with WT cells, while both COL2α1 and COL9α2 repressed this increased differentiation of osteoclasts, evidenced by TRAP staining and supernatants TRAP activity (Fig. 5k–l). These data indicate that type II and IX collagens serve as key effectors in PIEZO1-mediated mechanotransduction in bone.

### PIEZO1 promoted *Col2α1* and *Col9α2* expression through YAP

We then investigated how PIEZO1-linked mechanical loading to the expression of different collagens. It has been known that PIEZO1 regulates the nuclear localization of YAP^30^. Decreased YAP nuclear localization in *Piezo1*-deficient cells was confirmed by immunofluorescence (Fig. 6a, b). We next sought to determine the effects of YAP deficiency on the expression of different collagens. Knockdown of YAP by two different shRNAs lead to the decrease of *Col2α1* and *Col9α2* expression (Fig. 6c, d). Moreover, XMU-MP-1, a MST1/2 kinase inhibitor, which activates the downstream effector YAP^31^, increased the expression of *Col2α1* and *Col9α2* (Fig. 6e). In addition, the promoter of *Col2α1* and *Col9α2* could be activated by YAP (Fig. 6f, g). To further demonstrate the functional relationship between PIEZO1 and YAP, we treated the co-culture system with XMU-MP-1 to activate YAP. *Piezo1*-deficient osteoblastic cells could promote the osteoclast differentiation, while XMU-MP-1 could inhibit the increased osteoclast differentiation caused by *Piezo1* deficiency (Fig. 6h, i). To exclude the function of XMU-MP-1 on osteoclasts, we treated bone marrow monocytes with XMU-MP-1 during osteoclast differentiation. XMU-MP-1 did not significantly affected the osteoclast formation (Supplementary Fig. 9a, b). Overall, these data demonstrate a PIEZO1-YAP pathway controlling the expression of type II and IX collagens in osteoblast lineage cells thereby affecting osteoclastogenesis.

**Fig. 6:**
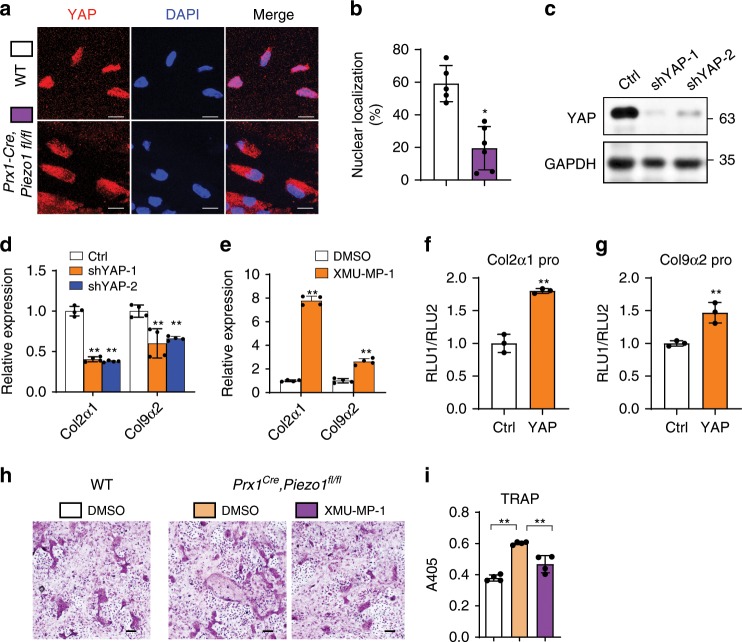
PIEZO1 promoted collagen expression through YAP nuclear localization. **a** Immunofluorescence assay of YAP in the cortical bones of WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 10 μm. **b** Quantification of YAP nuclear localization percentage in WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice. *P < 0.05. Two-tailed Student’s *t* test. Data are mean ± SD, *n* ≥ 5. **c**, **d** YAP expression by western blot (**c**) and indicated gene expression analysis (**d**) in the C3H10 cells infected with shControl and shYAP lenti-virus. **e** Indicated gene expression analysis in the C3H10 cells treated with DMSO or XMU-MP-1 (10 μm) for 24 h. **f**, **g** Luciferase assays showed that YAP could activate *Col2α1* (**f**) and *Col9α2* (**g**) promoters in the C3H10 cells. **h**, **i** Osteoclastogenesis by OB-OC co-culture in vitro using BMSCs-derived osteoblasts from WT and *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice, the co-culture system was treated with DMSO or XMU-MP-1 (0.2 μm), respectively. **h** TRAP staining of the osteoclasts in the co-culture system. Scale bar = 100 μm. **i** Co-culture supernatants were measured for TRAP activity via colorimetric readout (A405). *P < 0.05; **P < 0.01. Ordinary one-way ANOVA. Data are mean ± SD, *n* = 4. Source data are provided in the Source Data File.

### Inducible osteoblastic *Piezo1* deletion decreased bone mass

To mimicking sudden loss of gravity or weight-bearing in a space flight or long-term bedridden, we utilized tamoxifen-inducible osteoblast lineage cells expressing Cre, *Col1* ^*cre ert2*^ to induce *Piezo1* deletion at 8-week-old for 2 weeks (Fig. 7a). To determine the in vivo effects of *Piezo1* in this system, we performed μ-QCT analysis and found that trabecular bone mass was significantly reduced in *Col1* ^*Cre ert2*^*; Piezo1*^*fl/fl*^ mice compared to WT controls (Fig. 7b), as confirmed by decreased trabecular bone volume (BV/TV, Fig. 7c), trabecular number (Tb.N, Fig. 7d), trabecular thickness (Tb.Th, Fig. 7e) and increased trabecular spacing (Tb.Sp, Fig. 7f). Also, cortical thickness (Ct.Th.) was decreased in *Col1*^*Cre ert2*^*; Piezo1*^*fl/fl*^ mice (Fig. 7b, g). Consistent with our previous findings in *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice, TRAP positive osteoclasts were increased in *Col1*^*Cre ert2*^*; Piezo1*^*fl/fl*^ mice (Fig. 7h, i). Also, collagen expression was compromised in this sudden *Piezo1*-loss model (Fig. 7j). In conclusion, our data demonstrate that sudden loss of the mechanosensor *Piezo1* in osteoblast lineage cells can modulate bone remodeling and mechanotransduction by PIEZO1 is essential for maintaining the bone homeostasis.

**Fig. 7:**
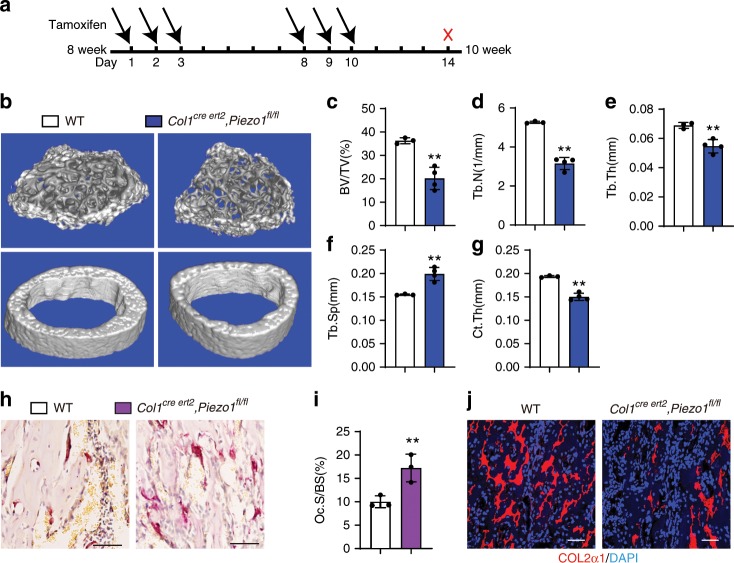
Sudden loss of *Piezo1* in osteoblast lineage cells decreased the bone mass. **a** Scheme of the experiment: male WT and *Col1*^*Cre ert2*^*, Piezo1*^*fl/fl*^ mice were injected with tamoxifen (0.1 g/kg) at 8-week-old and sacrificed for analysis at 10-week-old. **b** 3D μ-CT images of trabecular bones of distal femurs. **c**–**g** μ-CT analysis of distal femurs for bone volume per tissue volume (BV/TV) (**c**), trabecular number (Tb.N) (**d**), trabecular thickness (Tb.Th) (**e**), trabecular spacing (Tb.Sp) (**f**) and cortical thickness (Ct.Th) of middle shaft of femurs (**g**). Data are mean ± SD, WT, n = 3, CKO, n = 4. **h** TRAP staining of the femurs isolated from 10-week-old male WT and *Col1*^*Cre ert2*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 50 μm. **i** Quantification of the TRAP staining by osteoclast surface per bone surface (Oc.S/BS). Data are mean ± SD, n = 3. **j** Immunofluorescence assay of COL2α1 of 10-week-old male WT and *Col1*^*Cre ert2*^*, Piezo1*^*fl/fl*^ mice. Scale bar = 50 μm. *P < 0.05; **P < 0.01. Two-tailed Student’s *t* test. Source data are provided in the Source Data File.

## Discussion

Our current study found that PIEZO1 acts in osteoblast lineage cells as a regulator of bone remodeling via sensing mechanical loading. First, *Piezo1*-deficient osteoblastic cells promote bone resorption by osteoclasts, accounting for the decreased bone mass of *Piezo1*-deficient mice. This phenotype is similar to the one of mechanical unloading with the increased bone resorption^32^. Secondly, our mechanism study demonstrates that PIEZO1 regulates YAP signaling, which in turn regulates the expression of different bone matrix proteins including several collagens. The expression of these collagens occurs through a PIEZO1-dependent response to mechanical stimulation. Taken together, these data identify the molecular basis for observations made in Wolff’s Law and the Utah Paradigm linking the mechanical forces acting on bone to bone homeostasis^5,6^. Interestingly, an atlas of genetic influences on osteoporosis in humans identified several SNPs of *PIEZO1* associated with osteoporosis and fractures^33^, indicating that PIEZO1 could also regulate bone mass and bone strength in humans in vivo.

Our study found that PIEZO1 regulates YAP-dependent expression of collagens that in turn regulate bone resorption. Type II collagen is encoded by *Col2α1* gene, and synthesized as a pro-collagen form with extension pro-peptides (NH2-pro-peptide and COOH-pro-peptide) that are removed by specific proteinases before the mature molecules are incorporated into fibrils in matrix^34^. The NH2-pro-peptide of type II collagen (PIIBNP) removed by ADAMTS-3^35^ can bind to osteoclasts via an RGD-mediated manner to inhibit bone resorption^28^. Type IX collagen-deficient mice exhibit osteoporosis with normal bone formation and increased bone resorption^29^. Loss of collagen IX results in abnormal nano-topography of bone, and this abnormal surface can increase the size and resorption area of osteoclasts^29^. In addition, type IX collagens also contain RGD sequences predicted to bind integrin receptors. However, the precise receptors on osteoclasts responding to these type II and IX collagen ‘ligands’ remain to be defined. Integrins are heterodimeric adhesion receptors that mediate cell–matrix and cell–cell interactions^36^. Integrin αvβ3 and α2β1 are two integrin receptors highly expressed on osteoclasts and can respond to RGD-containing ligands in the bone matrix to regulate osteoclast differentiation and function^37–40^. We proposed that integrin could mediate the repression of collagen on osteoclastogenesis. To test this hypothesis, we enriched the COL2α1 and COL9α2 proteins from the supernatants of *Col2α1* and *Col9α2* overexpressing 293T cells and treated the bone marrow monocytes during osteoclast differentiation. Both COL2α1 and COL9α2 proteins could inhibit osteoclastogensis (Supplementary Fig. 10a–c), consistent with co-culture experiments (Fig. 5k-l). However, COL2α1 and COL9α2 proteins could not repress osteoclast formation when the cells were treated with integrin inhibitors SB273005 or RGD peptides (Supplementary Fig. 10d–g). Our experiments suggest that integrins may serve as promising candidates for bridging matrix and osteoclast regulation.

Recent discoveries are converging on a model in which multiple types of mechanical inputs in a variety of cellular settings rely on the regulation of two transcriptional regulators, YAP and TAZ^11^. YAP/TAZ activity is regulated by the conformation and tension of the F-actin cytoskeleton, which in turn depends primarily on the substrate to which cells adhere. In addition, YAP nucleo–cytoplasmic localization is influenced by PIEZO1 in human neural stem/progenitor cells^30^. Combinatorial YAP/TAZ deletion from skeletal lineage cells caused an osteogenesis imperfecta-like phenotype through regulation of osteoblast activity, matrix quality, and osteoclastic remodeling^41^. In our study, decreased YAP nuclear localization was observed in *Piezo1*-deficient mice, resulting in impaired collagen II and IX expression which leads to increased bone resorption. YAP/TAZ and PIEZO1 serve as downstream effectors of Wnt5a-mediated actomyosin polarity and cytosolic calcium transients that orient and drive three-dimensional cell intercalations that shape the murine mandibular arch^42^. It remains to be investigated whether Wnt5a will regulate the PIEZO1-YAP-collagen pathway in mechanotransduction mediated bone remodeling.

The skeletal system provides the mechanical framework for the whole body. The reduction of bone mass due to aging or hormone related osteoporosis could be treated by different strategies including anabolic treatments to increase bone formation and catabolic treatments to decrease bone resorption^43^. Indeed, astronauts typically lose more bone mass during one month than postmenopausal women on Earth lose in 1 year, at approximately 1–2% per month, with an even greater decrease in bone strength^44^. However, bone loss due to microgravity or the absence of mechanical forces cannot be effectively suppressed^45^, indicating that the molecular mechanisms underlying bone loss from the lack of mechanical forces may be different from the ones underlying aging or hormone related osteoporosis. Our study demonstrates that PIEZO1 can coordinate the osteoblast–osteoclast crosstalk through directly sensing mechanical loading in osteoblast lineage cells. Our findings will inform therapeutic strategies for disuse osteoporosis in the setting of prolonged bed rest or exposure to long-term microgravity environment in space.

## Methods

### Ethics statement

We have complied with all relevant ethical regulations for animal testing and research. All animal experiments were performed in the Animal Facility of Shanghai Institute of Biochemistry and Cell Biology and according to the protocol (approval number: SIBCB-NAF-14-001-S350-019) authorized by the Animal Care and Use Committee of Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences.

### Mouse lines

*Piezo1*^*fl/fl*^ mice (UCDAVIS KOMP repository, strain ID: Piezo1 tm1a) were crossed with the *Prx1*^*Cre*^ strain (a gift from Andrew McMahon, Harvard University)^21^, *Ctsk*^*Cre*^ strain (provided by S. Kato, University of Tokyo)^46^, *Dmp1*^*Cre*^ strain (a gift from Jerry Q Feng, Baylor College of Medicine)^47^ and *Col1*^*Cre ert2*^ strain (a gift from Bin Zhou, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences)^48^ to generate *Prx1*^*Cre*^*, Piezo1*^*fl/fl*^ mice, *Ctsk*^*Cre*^*, Piezo1*^*fl/fl*^ mice, *Dmp1*^*Cre*^*, Piezo1*^*fl/fl*^ mice and *Col1*^*Cre ert2*^*, Piezo1*^*fl/fl*^ mice. All mice analyzed were maintained on the C57BL/6 background. Animals were bred and maintained under specific pathogen free (SPF) conditions in the institutional animal facility of the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences.

### Tail suspension model

Tail suspension experiments to remove the body weight induced mechanical loading from hind limbs, mimicked the bone loss due to microgravity or disuse^24,25^. Six-week-old male mice were randomly divided into two groups for tail suspension and ground control. Mice were suspended in individual plastic cages for 7 days at about 30 degrees head-down tilt. The angle of suspension was adjusted to make sure that when the animal was fully stretching, their hind limbs were unable to touch the ground.

### Histological staining

Tissues were fixed in 4% paraformaldehyde for 48 h and incubated in 15% DEPC-EDTA (PH7.8) for decalcification^49^. Then specimens were embedded in paraffin and sectioned at 6 μm. Tissue sections were used for TRAP staining according to the manufacturer’s instructions (Sigma, 387A-1KT). Images were captured using a microscope (Olympus BX51, Tokyo, Japan).

### Immunofluorescence

Freshly dissected bones were fixed in 4% paraformaldehyde for 48 h and incubated in 15% DEPC-EDTA (PH7.8) for decalcification. Then specimens were embedded in paraffin and sectioned at 6 μm. Sections were blocked in PBS with 10% horse serum for 1 h and then stained overnight with rabbit-anti-Collagen IX alpha 2, rabbit-anti-Collagen II alpha 1 or rabbit-anti-YAP. Donkey-anti-rabbit Cy3 was used as secondary antibody. DAPI (sigma, D8417) was used for counterstaining^50^. For cellular immunofluorescence studies, the indicated cells were seeded on glass slides and then fixed with 4% paraformaldehyde for 20 min. Subsequent steps were identical to those used for tissue immunofluorescence. Slides were mounted with anti-fade fluorescence mounting medium (Dako, S3023) and images were acquired with microscope (Olympus BX51, Tokyo, Japan) or confocal microscope (SP8, Leica).

### Calcein-Alizarin red S labeling

Mice were injected intraperitoneally with 20 mg/kg Calcein (1 mg/ml in 2% NaHCO_3_ solution) and 40 mg/kg Alizarin red S (2 mg/ml in H_2_O) on day 0 and day 4 separately. On day 7, the mice were sacrificed and the bones were fixed and dehydrated and embedded with Embed-812 (Electron Microscopy Sciences). The samples were sectioned as 5 μm with hard tissue cutter. Consecutive sections were stained with silver nitrate to measure the bone morphology. The histomorphometric analysis was carried out semi-automatically with the OsteoMeasure image analyzer (OsteoMetric) according to recommended guidelines^51^.

### Micro-quantitative computed tomography analysis

The mouse femurs were skinned and fixed in 70% ethanol. Scanning was performed with the instrument micro CT system SkyScan1276 (Bruker, Kartuizersweg, Belgium) at a 9 μm resolution for quantitative analysis. The region from −40 to −240 slides below the growth plate was analyzed for trabecular number (Tb.N), trabecular thickness (Tb.Th), trabecular spacing (Tb.Sp), bone volume per tissue volume (BV/TV) and bone mineral density (BMD) with CTAn. The region from −400 to −456 slides below the growth plate was analyzed for cortical thickness (Ct.Th) with CTAn. Three-dimensional reconstructions were created by stacking the two-dimensional images from the indicated regions with CTVox^52^.

### RNA-seq and analysis

Raw reads were mapped to mm9 using the TopHat version 1.4.1 program. We assigned FPKM (fragment per kilo base per million) as an expression value for each gene using Cufflinks version 1.3.0 software. The Cuffdiff software was used to identify differentially expressed genes between treatment and control samples. Differentially expressed gene heat maps were clustered by k-means clustering using the Euclidean distance as the distance and visualized using the Java TreeView software. The data were deposited into the GEO repository (GSE135282).

### Skeletal preparation and staining

Mice were sacrificed by CO_2_ and then removed skin and muscle. The remaining samples were transferred into acetone for 48 h after overnight fixation in 95% ethanol. Skeletons were then stained in 0.3% Alcian blue (Sigma, A5268) and 0.1% Alizarin red S (Sigma, A5533) solution (70% ethanol, 5% acetic acid)^52^. Specimens were incubated in 1% KOH until tissue was completely cleared and then kept in glycerol for pictures by Canon Camera.

### Calcium imaging

Cells, isolated from WT and *Piezo1*-deficient mice, were seeded into 24-well cell slides (NEST), and incubated overnight at 37 °C and 5% CO2. For Ca^2+^ imaging, these cells were loaded with Fluo-4-AM ester (2 μM; Thermo Fisher Scientific) for 30 min, washed by HBSS (ThermoFisher, 14025076) for 3 times, and then rest for 15 min to allow dye de-esterification^53^. Then, the cells were exposed to Yoda1 (10 μM) using a flow chamber. The fluorescence intensity of Fluo-4-AM was monitored by live-cell imaging (UltraView VOX, PerkinElmer). Time-lapse fluorescence intensity measurements were analyzed using Image J.

### Flow cytometry

Bone marrow cells were extracted from femurs and tibias of three WT and six CKO mice at 6-week. Marrow plugs were flushed with a 1-ml syringe using ice-cold DPBS (Corning, 21-031-CMR) containing 2% fetal bovine serum (FBS). These plugs were then dispelled into single cell and the red blood cells were removed by RBC lysis buffer for 5 min (Beyotime, C3702). Wash the cells twice by centrifugation at 600*g* for 5 min with ice-cold DPBS, 2% FBS. The cells were stained with eFluor 450 anti-CD31 (eBioscience,48-0311-80), PerCP/Cy5.5 anti-CD45 (BioLegend, 103132), APC/Cy7 anti-mouse TER-119 (BioLegend, 116223), FITC anti-mouse 6C3/Ly-51 (BioLegend, 108305), Brilliant Violet 605 anti-mouse CD90.2 (BioLegend, 140317), PE/Cy7 anti-mouse CD105 (BioLegend, 120409), APC anti-mouse CD200 (BioLegend, 123809) for 30 min. Then cells were measured by BC Cytoflex LX after twice of wash by centrifugation at 600*g* for 5 min with ice-cold DPBS, 2% FBS. The data were then analyzed with the CytExpert software.

### Cell differentiation

BMSCs were extracted from femurs and tibias of 4- to 6-week-old mice. Marrow plugs were flushed with a 1-ml syringe using ice-cold DPBS (Corning, 21-031-CMR). These plugs were then dispelled into single cell and seeded in 10-cm dish with α-MEM (Corning, 10-022-CVR) (supplemented with 10% FBS, 1% Penicillin/Streptomycin). The non-adherent cells were removed and the adherent cells were used for BMSCs-derived osteoblastic cells.

For osteoblast differentiation, cells were cultured in α-MEM containing 10% FBS, 1% penicillin/streptomycin, 50 μg/ml l-ascorbic acid (Sigma, A5960), and 1.08 mg/mL β-Glycerophosphate disodium salt hydrate (Sigma, G9422). Change the medium every 3 days. For quantitative analysis of ALP activity after 7 days of differentiation, osteoblasts were incubated with Alamar Blue (Invitrogen) for 1 h and read with a luminometer (Envision) for cell number quantification. Then remove the medium of osteoblasts and incubate with phosphatase substrate (Sigma, S0942) dissolved in the solution (6.5 mM Na_2_CO_3_, 18.5 mM NaHCO_3_, 2 mM MgCl_2_) for 20 min. Read by a luminometer (Envision) at A405 for ALP activity. The final ALP activity was normalized as A405/Alamar Blue. Bone nodule formation was stained with 1 mg/mL Alizarin red S solution (pH 5.5) after 21 days of induction^54^.

For osteoclast differentiation, mouse bone marrow monocytes isolated from the femurs and tibias were seeded with 5 × 10^5^ cells per well in a 96-well plate and cultured in α-MEM (supplemented with 10% FBS, 1% Penicillin/Streptomycin, 10 ng/ml M-CSF (PeproTech)) for 3 days. Subsequently, non-adherent cells were discarded and adherent cells were further cultured in the presence of 20 ng/ml M-CSF and 250 ng/ml soluble RANKL with indicated treatment. Cells were then fixed and stained for TRAP using a kit according to the manufacturer’s instructions (Sigma, 387A-1KT)^54^.

For osteoblasts and osteoclasts co-culture system, BMSCs-derived osteoblastic cells were seeded into a 24-well plate (1 × 10^5^ cells per well) or 96-well plate with bone biomimetic synthetic surface (Osteo Assay Surface, Corning, 3988) (1 × 10^4^ cells per well) with α-MEM and 10% FBS. Bone marrow monocytes were isolated from bone marrow and cultured for 24 h. The non-adherent bone marrow cells (1 × 10^7^ cells per well in a 24-well plate or 1 × 10^6^ cells per well in a 96-well plate) were collected and cultured with BMSCs-derived osteoblastic cells in the presence of 1, 25-dihydroxyvitamin D3 (10 nM; Sigma) and PGE2 (1 μM; Sigma).The culture medium was half-changed every 2 days for 3 times. Cells were then fixed and stained for TRAP using a kit according to the manufacturer’s instructions (Sigma, 387A-1KT)^54^. For the pit resorption assay, the 96-well plate with bone biomimetic synthetic surface was treated with 10% NaClO solution after the co-culture. Resorption area was quantification using Image J.

### Collagen protein enrichment

3 × 10^6^ 293T cells were seeded in 10-cm dish with DMEM (supplemented with 10% FBS and 1% penicillin-streptomycin) for 16 h and then transfected with 8 μg pyr1.1-flag-*Col2α1* or *Col9α2* or control plasmid. The supernatant was collected and incubated with 7 μL ANTI-FLAG M2 Affinity gel (Sigma, A2220), to enrich FLAG-COL2α1 or COL9α2 at 4°C overnight. And then the gel-binding FLAG-COL2α1 or COL9α2 or control was eluted by 40 μL FLAG Peptide (Sigma, F3290) diluted in TBS buffer (100 mM Tris, pH 7.5; 150 mM NaCl) after 5 times of wash by EBC buffer (50 mM Tris, pH 7.5, 120 mM NaCl and 0.5% NP-40) and once of wash by TBS buffer. The eluted collagen or control solution was then tested by Western Blot or used in the experiments of cell treatment in 1/100 dilution (COL2α1, 10 ng/mL; COL9α2, 20 ng/mL).

### Inhibitors treatment

5 × 10^5^ C3H10T1/2 cells (ATCC, CRL-3268) were seeded in 6-well plates in α-MEM (supplemented with 10% FBS and 1% penicillin-streptomycin) for 48 h, and then change with the medium supplied with 10 μM XMU-MP-1 (Selleck, S8334) for 24 h. The cells were then for RNA extraction. For osteoclast differentiation or co-culture system, XMU-MP-1 was treated with 0.2 μM, SB273005 (Selleck, S7540) was treated with 50 nM and GRD peptides (Selleck, S8008) was treated with 20 μM.

### Mechanical compression devices

For mechanical compression system, BMSCs-derived osteoblastic cells were seeded into hydrogel (2 × 10^6^ cells per well) with α-MEM (supplemented with 10% FBS and 1% penicillin-streptomycin) on BioFlex Compression Plates (Flexcell) for 24 h. Then, mechanical compression of these cells was generated in a humidified atmosphere of 5% CO_2_ at 37 °C using Flexcell FX-5000 Compression System. The unit was used according to the manufacturer’s protocol. A definite condition of 1 % intensity, 0.5 Hz, 4 h was applied to the cells to simulate moderate forces. In parallel as a control, cells were cultured on compression plates with the same conditions but without mechanical stress.

### Real-time RT-PCR analysis

Total RNA was prepared using TRIzol (Sigma, T9424) and was reverse transcribed into cDNA with the PrimeScript RT Reagent Kit (Takara, PR037A). The real-time reverse transcriptase RT-PCR reaction was performed with the BioRad CFX96 system. The primer sets used were listed: *mBglap*-qF:GCAGCACAGGTCCTAAATAG; *mBglap*-qR:GGGCAATAAGGTAGTGAACAG; *mPthlh-*qF: CATCAGCTACTGCATGA CAAGG; *mPthlh*-qR: GGTGGTTTTTGGTGTTGGGAG; *mMcsf*-qF: GGCTTGGCTTG GGATGATTCT; *mMcsf*-qR: GAGGGTCTGGCAGGTACTC; *mSema3a*-qF: GAAGAG CCCTTATGATCCCAAAC; *mSema3a*-qR: AGATAGCGAAGTCCCGTCCC; *mPiezo*1- qF: CTTACACGGTTGCTGGTTGG; *mPiezo1*-qR: CACTTGATGAGGGCGGAAT; mPiezo2-qF: CATGACCTCTGCCTCCATCA; *mPiezo2*-qR: CCAGGGAAAGAAGCCG AACT; *mSost*-qF: GCCTCATCTGCCTACTTGTGC; *mSost-*qR: TCTGTCAGGAAGCG GGTGT; *mOpg*-qF: ACCCAGAAACTGGTCATCAGC; *mOpg-*qR:CTGCAATACACA CACTCATCACT; *mRankl*-qF: GCAGATTTGCAGGACTCGACT; *mRankl-*qR: CCCCA CAATGTGTTGCAGTT; *mCo9a1*-qF: CCCTGGTGCTCTTGGCTTAA; *mCol9a1-*qR:A CTTGTCCGGCCCTTTGC; *mCo9a2*-qF: GAGATGGGTCCTCGTGGCTAT; *mCol9a2-* qR: TCCTCTGGCACCTTGGCTC; *mCo2a1*-qF: CGGTCCTACGGTGTCAGG; mCol2a1-qR: GCAGAGGACATTCCCAGTGT; *mHprt*-qF: GTTAAGCAGTACAGCCCC AAA; *mHprt*-qR: AGGGCATATCCAACAACAAACTT; *mRunx2*-qF: CCAACCGAGTCA TTTAAGGCT; *mRunx2*-qR: GCTCACGTCGCTCATCTTG; *mOsx*-qF: ATGGCGTCCT CTCTGCTTGA; *mOsx*-qR: GAAGGGTGGGTAGTCATTTG; *mAlp*-qF: CGGGACTG GTACTCGGATAA; *mAlp*-qR: ATTCCACGTCGGTTCTGTTC; *mCol1a1*-qF: GCTCCT CTTAGGGGCCACT; *mCol1a1*-qR: CCACGTCTCACCATTGGGG; *mBsp-*qF: GACTT TTGAGTTAGCGGCACT; *mBsp*-qR: CCGCCAGCTCGTTTTCATC.

### Antibodies

YAP antibody (4912) was purchased from CST. Rabbit polyclonal to PIEZO1 (ab128245) and rabbit polyclonal to Collagen II alpha 1 (ab34712) antibodies were purchased from Abcam. Collagen IX alpha 2 antibody (NBP2-30450) was purchased from Novus Biologicals.

### Statistics

Statistical analysis was performed using the GraphPad Prism 8 software (GraphPad Software). Cell-based experiments were performed at least twice. Animals were randomized into different groups and at least 3 mice were used for each group, unless otherwise stated. The data are presented as mean ± SD. Two-tailed Student’s *t* test was used to compare the effects of two groups, and ordinary one-way ANOVA was used to compare the effects of more than two groups. Statistically significant differences are indicated as follows: * for *p* < 0.05 and ** for *p* < 0.01.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

Source data for Figs. 1–7 and Supplementary Figure 1, 2, 5, 6, 7, 9, 10 have been provided in the Source Data File. The RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession GSE135282. All data and genetic material used for this paper are available from the authors on request.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

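RNA-Seq of tibial and femoral cortical bone from mice aged 6 weeks was analysed for 4 WT and 4 *Prx1* Cre*; Piezo1* fl/fl samples, replicates 1, 3, 4 and 5 of each genotype. The values are from the authors' deposited table of 19201 genes, which holds raw counts per gene for each of the 8 libraries and the authors' log2 fold change, p-value and FDR for the comparison of genotypes; all its sample columns were used. The counts are whole numbers, and their totals differ between libraries. The paper's methods state mapping to mm9 with TopHat 1.4.1, FPKM from Cufflinks 1.3.0 and Cuffdiff, while the submitters' processing notes name HISAT2 and GRCm38; the read counter, the gene annotation and the test behind the deposited p-values are not stated in the sources read. Reads from neighbouring or overlapping genes and from paralogs could not be re-counted. Gene positions were read from GENCODE M1 on NCBIM37 (mm9), the build that the paper's methods name, and all 7 genes placed in the text were matched, *Piezo1* through its older symbol.

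Counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr kept 15318 genes, TMM factors ran from 0.888 to 1.07, and the quasi-likelihood F test compared the genotypes, with p-values adjusted by Benjamini-Hochberg over the tested genes. The biological coefficient of variation was 13.1%. The SE of a log2 fold change was derived from the test, as its absolute value divided by the square root of the F statistic. CPM are counts scaled to the TMM-adjusted library size, and errors of means are SD over 4 libraries. Single genes were also compared by a two-sided exact permutation test over the 70 arrangements of 4 against 4, whose smallest p is 0.0286. The tests were run before on simulated counts of 15141 genes, where edgeR found 91% of 100 genes changed 2-fold and 98% of 100 genes changed 4-fold, with 8 false calls among 197. The changed genes had a mean of at least 1 CPM. Genes were drawn independently, with no outlying library and no correlated sets, so these shares need not hold for the real libraries. Totals of 11963536 to 14536106 counts per library set the counting precision.

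Gene lists were written before the data were examined: collagens; non-collagen extracellular matrix; matrix proteases and inhibitors; growth plate chondrocytes; hypertrophic chondrocytes; osteoblasts; osteocytes; osteoclasts; YAP/TAZ target genes; the Wnt pathway; skeletal muscle; erythroid cells; neutrophils; B lineage cells; T and NK cells; monocytes and macrophages; megakaryocytes and platelets; endothelial cells; adipocytes; marrow stromal (CAR) cells; tendon and periosteal fibroblasts; Schwann cells; cell cycle; interferon response; and immediate early genes. The 25 lists were tested by camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, and by fry, with Benjamini-Hochberg adjustment over the lists; members called were counted over all genes tested and over the list alone. The collagens and the non-collagen matrix list together made the matrix list, tested by two-sided Fisher's exact tests against all tested genes. A list of late spermatid genes was added after the data were examined.

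The rule for naming genes took those the paper names, the 10 with the largest rise and the 10 with the largest fall. The latter were taken among genes called without overlap of the genotypes and with a mean of at least 1 CPM in the higher group. Predicted genes, pseudogenes and Riken clones were left out of the 10 each way. From each list it took the 4 called members of highest expression, or the 2 of highest expression where none was called. *Loxl4*, *Lamb3*, *Prelp*, *Col8a2*, *Col14a1* and *Sfrp2* were named outside this rule, after their values were seen. Also outside it are the uncalled *Col11a1*, *Col11a2* and *Col27a1*, sex-linked and late spermatid genes, and genes mentioned for overlap, paralogy or their share of the counts. The paper's thresholds, a fold change over 1.5 with an unadjusted p under 0.05, were applied to the same test.

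Alternatives set before the data were examined were the size factors of DESeq2 in place of TMM, no filter on low counts, a stricter filter at a mean of 5 CPM, the Wald test of DESeq2 1.42.0, a replicate block, the matrix list without chondrocyte genes, the other list tests, and leaving out each of the 8 libraries. Alternatives added afterwards were library sizes without *Col1a1*, *Col1a2* and *Sparc*, and the authors' deposited fold changes and p-values over the tested genes. The gene ontology annotation behind the paper's term was not used here, and QPCR, imaging and cell culture results were not re-analysed.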

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

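The tests on late spermatid genes and on the share of *Col1a1*, *Col1a2* and *Sparc* in the counts were chosen only after the result was seen, and the scaling without *Col1a1*, *Col1a2* and *Sparc* was added after seeing the data; the other tests in this part were set before. Chance alone sets about 1 in 20 groups of samples apart in this way, and of 82 groups checked 6 held a library far from the other 3, where 4.1 would be so by chance.

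In *Piezo1*-deficient replicate 1, the position on the second principal component was 39.6, and that of the other *Piezo1*-deficient libraries -18.8 to -13.6. Its sum of YAP/TAZ target genes was 2124 CPM, against 1325 to 1409.7 CPM in the others of its genotype. Its sum of T and NK cell genes was 43.6 CPM, against 58.5 to 59.4 CPM. Its sum of tendon and periosteal fibroblast genes was 2198 CPM, against 1689 to 1744 CPM. Its sum of immediate early genes was 1858 CPM, against 509 to 602 CPM. In WT replicate 1, the sum of matrix proteases and inhibitors was 10322 CPM, against 9279 to 9364 CPM in the other WT libraries.

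Skeletal muscle genes, which the paper does not discuss, rose in *Piezo1*-deficient bone for 22 members of the list, and genes of tendon and periosteal fibroblasts and of Schwann cells rose for 6 and 2 members. The number of muscle genes that rose was 6, 2, 6 and 2 without WT replicate 1, 3, 4 or 5 and 4 without *Piezo1*-deficient replicate 4; that of tendon genes was 3, 2 and 2 without WT replicate 3, 4 or 5; and that of Schwann cell genes was 1 without WT replicate 1, 3, 4 or 5 or *Piezo1*-deficient replicate 3. A shift by the abundant *Col1a1*, *Col1a2* and *Sparc* is argued against, since their share of the counts can shift other genes by a log2 of at most 0.195 between libraries of the 2 genotypes; leaving them out of the scaling (list median 4.34) moved the median gene by 0.011 and so decides nothing. Muscle carried into the ground bone would make the muscle genes deviate together within a genotype, and they did: the mean pairwise correlation of their residuals was 0.72, at percentile 100 of 10000 random lists of like expression. Any cause that moves muscle genes together would give the same against random lists, so this test does not tell causes apart. Attached muscle stays a candidate source of the muscle transcripts, and the source of the tendon and Schwann cell transcripts was not tested. Whether the genotypes differed in how bones were cleaned or in how muscle attaches to them was not tested, and a difference within muscle stays open.

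Late spermatid genes, a list outside those the paper discusses, had 957 counts in *Piezo1*-deficient replicate 1 (71.7 CPM of all its counts) and 157 to 208 counts in each other library (13.1 to 15.0 CPM). The most abundant there were *Prm2* with 156 counts (1 in the other 7 libraries together), *Gsg1* with 92 (353), *Smcp* with 57 (0), *Oaz3* with 56 (3), *Prm1* with 52 (10) and *Tnp1* with 49 (0). The genotype does not account for it, since the highest count among the other *Piezo1*-deficient libraries was 208. A first criterion, that over 50% of the 50 listed genes have at least 3 counts in this library and under 10% in any other, was undecided: 31 genes had them here and 10 to 13 in each other library. It was replaced after that outcome was seen by a count of genes with at least 3 counts in this library and fewer in every other, which gave 15 of 31 genes here and 0 for each other library, so testis RNA, or reads of a testis library, is a candidate source in this library and a hypothesis only.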

How the results depend on the processing

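Library sizes without *Col1a1*, *Col1a2* and *Sparc* and the authors' fold changes and p-values were chosen after seeing the data. *Piezo1*, *Col2a1*, *Col9a1*, *Col9a2* and *Col10a1* fell at an adjusted p under 0.05 under every alternative run for them, with adjusted p from 3.8e-14 to 0.0166, 7.8e-18 to 0.0060, 1.1e-26 to 0.0034, 7.7e-19 to 0.0051 and 7.1e-22 to 0.0043. With each library left out in turn, their log2 fold changes ran from -0.60 to -0.54, -3.32 to -2.84, -4.30 to -3.81, -3.97 to -3.37 and -3.58 to -3.18, and those of *Col1a1* and *Col1a2*, not called in any of these, from 0.34 to 0.51 and 0.26 to 0.45. *Col1a1* and *Col1a2* were called by the Wald test of DESeq2 (log2 fold changes 0.45 and 0.38, adjusted p = 0.0110 and 0.0423; 0.0110 to 0.345 and 0.0423 to 0.428 over the alternatives). The enrichment of the matrix list among lower genes had an odds ratio of 5.69 to 8.48 with each library left out, of 14.5 with the stricter filter, of 12.0 at an adjusted p under 0.05, and of 1.21 (Fisher's exact test, p = 0.740) without the chondrocyte lists, an alternative that takes out the genes that fell.

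Genes higher and lower at an adjusted p under 0.05 numbered 594 and 360 by the Wald test of DESeq2, 565 and 348 by the authors' p-values, and 71 to 415 and 49 to 271 with each library left out; the DESeq2 calls included 457 and the authors' 459 of the 462 called here. At the paper's thresholds they numbered 742 and 463 without a filter on low counts, where more genes are tested, 191 and 132 with the stricter filter, where fewer are, and 466 to 576 and 271 to 374 with each library left out. Of the 25 lists, 15 were called by camera, 0 with an estimated correlation (2 at an unadjusted p under 0.05), 6 by fry and 14 to 18 with each library left out. For the other counts the cause was not tested.

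The labels do not say that replicate numbers pair the samples; residuals of like-numbered samples had correlations across genes of 0.333, -0.218, 0.167 and -0.009 for replicates 1, 3, 4 and 5. With a replicate block, 506 genes rose and 320 fell, 434 of them among the 462, and 18 lists were called. The Schwann cell list was no longer called (adjusted p = 0.0646), and collagens (0.0212), matrix proteases and inhibitors (0.0212), adipocytes (0.0349) and marrow stromal cells (0.0489) were added. With the replicate block the log2 fold changes of *Hbb-bs* and *Itga2b*, neither called, were -0.059 and -0.011.

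Of 93 other named genes tested, 56 were called, 17 of them under every alternative; of the 37 not called, 9 were called under some alternative. The log2 fold changes that changed sign when 1 library was left out were all of genes not called: they ran from -0.13 to 0.46 for *Hba-a1*, -0.23 to 0.35 for *Hbb-bs*, -0.20 to 0.30 for *Ibsp*, -0.30 to 0.32 for *Itga2b*, -0.093 to 0.028 for *Pecam1*, -0.20 to 0.026 for *Piezo2*, -0.57 to 0.064 for *Rsad2*, -0.16 to 0.11 for *Runx2*, -0.14 to 0.32 for *Sost* and -0.079 to 0.32 for *Tnfrsf11b*. Depth limits *Pthlh*, whose 0 to 7 counts per library fell below the filter.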

Differences from the paper's values

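Levels relative to WT are set beside the paper's QPCR of cortical bone (Fig. 5e and f, source data, with the paper's errors taken as SD); QPCR and RNA-Seq counts are different measures of a transcript, and the samples of the 2 are not stated to be the same. For *Piezo1* the paper's value is 0.196 and the value here 0.674. For *Col2a1* the paper's value is 0.521 and the value here 0.115. For *Col9a1* the paper's value is 0.125 and the value here 0.0577. For *Col9a2* the paper's value is 0.135 and the value here 0.0737. The differences for *Piezo1*, *Col2a1* and *Col9a1* stayed under all alternatives set before the data were examined. For *Col9a2* the difference stayed under all of these but 1: without WT replicate 1 the value here is 0.0967, within 1.5 times the paper's. All 4 genes were lower in *Piezo1*-deficient bone by both measures.

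The paper states that genes of the proteinaceous extracellular matrix were down-regulated. Of the 144 matrix genes tested here, 19 were lower and 29 higher at the paper's thresholds. Once the chondrocyte lists were taken out, 3 were lower and 29 higher. That step removed lists that fell, and the tendon and periosteal fibroblast list, which rose, was left in. The fixed list is not the paper's gene ontology term. The cartilage collagens that the paper names were all lower here.

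The paper states that type 1 collagen did not differ significantly. The edgeR test here did not call it either, but the Wald test of DESeq2, an alternative set before the data were examined, called *Col1a1* and *Col1a2* higher, with adjusted p = 0.0110 and 0.0423 (0.0110 to 0.345 and 0.0423 to 0.428 over the alternatives). The authors' deposited FDR for these genes is 0.0127 and 0.0492. Their levels relative to WT were 1.37 and 1.30 here, under the fold change of 1.5 that the paper's thresholds require. By these thresholds neither gene would count as changed, whatever its FDR. The paper's QPCR gives *Col1a1* a level of 1.06 (error 0.198) relative to WT.

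At the paper's thresholds 475 genes were higher and 302 lower here, where the paper's text gives 560 and 297, a difference of less than 1.5 times. These counts are over the 15318 genes kept by the filter; without it, over all 19201 genes, they were 742 and 463, the latter over 1.5 times the paper's, and with the stricter filter 191 and 132, both under the paper's by more than 1.5 times. The authors' own deposited fold changes and p-values give 622 and 358 at these thresholds over the whole table.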

Other observations

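The tests on the non-collagen members of the chondrocyte list, on the share of *Col1a1*, *Col1a2* and *Sparc* in the counts and on the splits for matrix genes among the lower genes were chosen only after the result was seen, and the scaling without *Col1a1*, *Col1a2* and *Sparc* was added after seeing the data; the other tests in this part were set before. By trabecular histology and serum CTX-I, the paper reports more osteoclasts and more bone resorption in these mice. Transcripts of cortical bone are a different measure of another part of the bone. The paper's histology and CTX-I are of male mice, while the labels do not give the sex of the mice used for RNA-Seq. Osteoclast genes were lower in *Piezo1*-deficient cortical bone. Of 19, 6 fell and none rose (13 lower when adjusted over the list alone), and their sum went from 10703 ± 549 to 7746 ± 1123 CPM (SD, n = 4; two-sided exact permutation p = 0.0286). *Itgb3*, an integrin chain of the osteoclast's attachment, had a log2 fold change of -0.43 (adjusted p = 0.0052 from edgeR), and *Mmp9*, *Oscar* and *Clcn7* fell with log2 fold changes of -0.67, -0.52 and -0.28, while *Ctsk* had -0.39 (adjusted p = 0.167 from edgeR). The set lay downward by camera (adjusted p = 5.7e-10; adjusted p = 0.309 with an estimated correlation); the number that fell was 2 without WT replicate 3, 4 or 5 or *Piezo1*-deficient replicate 3, and 10 without *Piezo1*-deficient replicate 1. *Itgb3* kept its call without any 1 library; *Mmp9* lost it without WT replicate 3, 4 or 5 or *Piezo1*-deficient replicate 3 or 4 (adjusted p up to 0.0999 from edgeR), *Oscar* also without *Piezo1*-deficient replicate 5 (up to 0.151), and *Clcn7* without any library but *Piezo1*-deficient replicate 1 (up to 0.153).

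Osteoblast genes lay higher: of 19, *Bglap*, *Bglap2* and *Dlx5* rose and none fell (10 higher when adjusted over the list alone), with a median log2 fold change of 0.31 and a camera adjusted p = 3.1e-06 (adjusted p = 0.315 with an estimated correlation). None of them was called by edgeR without WT replicate 3, 4 or 5 or *Piezo1*-deficient replicate 5, and 1 was without *Piezo1*-deficient replicate 3 or 4. None of 10 osteocyte genes passed edgeR (0 when adjusted over the list alone, 0 by DESeq2 and 1 at an unadjusted p under 0.05; camera adjusted p = 0.214); *Dmp1* had a log2 fold change of 0.17. In the Wnt pathway, 4 of 20 genes rose and 1 fell (9 higher and 1 lower when adjusted over the list alone; camera adjusted p = 3.4e-04; adjusted p = 0.309 with an estimated correlation). The Wnt antagonist family member *Dkk3* (log2 fold change 0.87), *Nkd1* (0.83), *Wnt16* (1.73) and *Sfrp2* (1.25, named after its values were seen) rose and the transcription factor *Lef1* fell (-0.61); *Dkk3* kept its call without any 1 library, and 1 gene rose and none fell without WT replicate 3, 4 or 5, 1 rose and 1 fell without *Piezo1*-deficient replicate 4, 7 rose without WT replicate 1, and 2 fell without *Piezo1*-deficient replicate 3. Of 21 YAP/TAZ target genes, *Dock5* fell (log2 fold change -0.35) and none rose (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.543); *Dock5* lost its call without WT replicate 3, 4 or 5 or *Piezo1*-deficient replicate 4 or 5 (adjusted p up to 0.0989 from edgeR), and 1 gene rose without *Piezo1*-deficient replicate 1. Of 31 matrix proteases and inhibitors, *Mmp10* (log2 fold change -2.51) and *Mmp9* fell and *Timp4* (1.38) and *Adamts15* (0.40) rose (9 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.0518, called with a replicate block); none rose and only *Mmp10* fell without WT replicate 3, 4 or 5 or *Piezo1*-deficient replicate 4, and 1 rose without *Piezo1*-deficient replicate 3 or 5, with 1 falling in the former.

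Among blood cells, B lineage genes lay lower, with 3 of 20 called, *Ighm*, *Rag1* and *Spib* (19 lower when adjusted over the list alone; median log2 fold change -0.72; camera adjusted p = 2.5e-11; adjusted p = 0.313 with an estimated correlation); 0 were called by edgeR without WT replicate 3, 4 or 5 or *Piezo1*-deficient replicate 5, and 12 without *Piezo1*-deficient replicate 1. Of 15 monocyte and macrophage genes, *Csf1r* and *Cd68* fell (2 lower when adjusted over the list alone; camera adjusted p = 0.0125; adjusted p = 0.315 with an estimated correlation), 0 by edgeR without WT replicate 3, 4 or 5 and 1 without WT replicate 1 or *Piezo1*-deficient replicate 3 or 4; camera did not call the set without WT replicate 3 (adjusted p = 0.0664). Neutrophil genes (18; median log2 fold change -0.27; camera adjusted p = 0.0013; adjusted p = 0.581 with an estimated correlation) and T and NK cell genes (12; median -0.25; camera adjusted p = 0.0125; adjusted p = 0.309 with an estimated correlation) lay lower as sets with 0 members called by edgeR, by DESeq2 or when adjusted over the list alone, and 3 of each lower at an unadjusted p under 0.05. Camera called neither without *Piezo1*-deficient replicate 1 (adjusted p = 0.193 and 0.0608). Also lower as sets, with 0 members called by edgeR or when adjusted over the list alone and 5 of each lower at an unadjusted p under 0.05, were cell cycle genes (27; median -0.25; camera adjusted p = 2.7e-06; adjusted p = 0.509 with an estimated correlation) and interferon response genes (22; median -0.46; camera adjusted p = 7.0e-06; adjusted p = 0.477 with an estimated correlation; 2 lower by DESeq2). Erythroid genes (19; camera adjusted p = 0.182), endothelial genes (15; 0.915) and megakaryocyte and platelet genes (10; 0.564; 1 higher when adjusted over the list alone) did not pass camera and had 0 members called by edgeR; at an unadjusted p under 0.05, 1 erythroid gene was lower, 1 endothelial gene higher and 1 lower, and 2 megakaryocyte genes higher; DESeq2 called 1 megakaryocyte gene higher, as did edgeR without *Piezo1*-deficient replicate 1. Of 10 adipocyte genes *Plin4* rose (log2 fold change 2.14; 4 higher when adjusted over the list alone; camera adjusted p = 0.0553, called with a replicate block), and 2 rose without *Piezo1*-deficient replicate 1 or 3. Of 7 marrow stromal genes *Grem1* fell (-0.92; 1 lower when adjusted over the list alone; camera adjusted p = 0.0553, called with a replicate block), but not without WT replicate 1, 3, 4 or 5 or *Piezo1*-deficient replicate 4 (adjusted p up to 0.131 from edgeR). Of 18 immediate early genes *Nr4a2* rose (0.86; 1 higher when adjusted over the list alone; camera adjusted p = 0.415), but not without WT replicate 3, 4 or 5 or *Piezo1*-deficient replicate 4 or 5 (adjusted p up to 0.129 from edgeR), and 5 fell without *Piezo1*-deficient replicate 1.

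Of the factors that the paper measured by QPCR, none was called by edgeR: *Tnfsf11* (RANKL) had a log2 fold change of -0.20 (adjusted p = 0.530), *Tnfrsf11b* (OPG) 0.17 (0.721), *Sost* 0.15 (0.785), *Csf1* -0.25 (0.355) and *Sema3a* -0.16 (0.577). *Csf1* was called lower without *Piezo1*-deficient replicate 1 (adjusted p = 0.030 from edgeR; 0.030 to 0.539 with each library left out). *Yap1* (0.24, adjusted p = 0.205), *Wwtr1* (0.24, 0.242), *Piezo2* (-0.071, 0.833), *Trpv4* (0.15, 0.541) and *Runx2* (0.029, 0.940) were not called by edgeR either. *Xist* was between 892 and 1263 CPM in all 8 libraries, and the table used here has no entry for *Ddx3y*, *Uty*, *Kdm5d* or *Eif2s3y*.

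The fall of the growth plate chondrocyte list could come from less growth plate cartilage in the ground bone or from a change within chondrocytes. For *Col2a1* and *Col9a2* the paper gives another account, YAP-dependent expression in cells of the osteoblast lineage. It draws on compressed and co-cultured osteoblasts, YAP knockdown and promoter assays. That account was not tested here and stays open too. A fall confined to collagen genes is argued against, since the median log2 fold change of the 18 members that are not collagens was -2.67, and 11 of them fell. A shift by the abundant *Col1a1*, *Col1a2* and *Sparc* is argued against as well, since their share of the counts can shift other genes by a log2 of at most 0.195 between libraries of the 2 genotypes; leaving them out of the scaling (list median -2.83) moved the median gene by 0.011 and so decides nothing. Less cartilage would make members deviate together within a genotype, and the mean pairwise correlation of their residuals was 0.500, at percentile 100 of 10000 random lists of like expression, whose 95th percentile was 0.053. A programme that moves these genes together in each chondrocyte would give the same, so how much cartilage each sample held, and an effect of genotype within chondrocytes, both stay open.

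Some results were set against all 35 splits of the 8 libraries into 4 and 4. Only the real split gave as many as 462 genes at an adjusted p under 0.05, with 1 gene at most in the others. Only the real split gave as many as 777 genes at the paper's thresholds, with 442 at most in the others. That is 1 in 35, the smallest share that 35 splits allow. A split that mixes the genotypes puts their difference into the spread within its sides, which lowers its calls. These counts therefore do not by themselves exclude chance. The real split was also alone for the matrix list's smallest enrichment p in either direction, that among the higher genes. Its negative log10 was 15.2, against 13.5 at most in the others. For the enrichment of the matrix list among the lower genes, the negative log10 p was 10.2, and chance is not excluded. As large a value in either direction came from 4 of the 35 splits, with up to 13.5. Those other than the real one exchanged a library of each genotype and so kept part of the genotype contrast. Splits that mixed the genotypes evenly reached at most 1.65, so the splits cannot decide it. Chance cannot be excluded for the 15 lists called by camera: 7 of the 35 splits called as many, and up to 17.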
